# Dissecting the immune discrepancies in mouse liver allograft tolerance and heart/kidney allograft rejection

**DOI:** 10.1111/cpr.13555

**Published:** 2023-09-25

**Authors:** Jun Pan, Fang Ye, Hui Li, Chengxuan Yu, Jiajia Mao, Yanyu Xiao, Haide Chen, Junqing Wu, Jiaqi Li, Lijiang Fei, Yijun Wu, Xiaoming Meng, Guoji Guo, Yingying Wang

## Abstract

The liver is the most tolerogenic of transplanted organs. However, the mechanisms underlying liver transplant tolerance are not well understood. The comparison between liver transplantation tolerance and heart/kidney transplantation rejection will deepen our understanding of tolerance and rejection in solid organs. Here, we built a mouse model of liver, heart and kidney allograft and performed single‐cell RNA sequencing of 66,393 cells to describe the cell composition and immune cell interactions at the early stage of tolerance or rejection. We also performed bulk RNA‐seq of mouse liver allografts from Day 7 to Day 60 post‐transplantation to map the dynamic transcriptional variation in spontaneous tolerance. The transcriptome of lymphocytes and myeloid cells were characterized and compared in three types of organ allografts. Cell–cell interaction networks reveal the coordinated function of Kupffer cells, macrophages and their associated metabolic processes, including insulin receptor signalling and oxidative phosphorylation in tolerance induction. *Cd11b*+ dendritic cells (DCs) in liver allografts were found to inhibit cytotoxic T cells by secreting anti‐inflammatory cytokines such as *Il10*. In summary, we profiled single‐cell transcriptome analysis of mouse solid organ allografts. We characterized the immune microenvironment of mouse organ allografts in the acute rejection state (heart, kidney) and tolerance state (liver).

## 1 INTRODUCTION

Around 120,000 new organ transplantations were performed each year. But limited organ supply and the lack of improvement in long‐term allograft survival during the past few decades resulted in suboptimal outcomes, with only 1 million persons worldwide obtaining functioning solid‐organ transplants.^1^ The liver is considered the most tolerogenic of transplanted organs. Approximately 20% of the stable liver transplant recipients can be weaned safely off all immunosuppression.^2^ Although some insights have been gained into how the local microenvironment and specific molecular pathways promote donor‐specific tolerance, the mechanisms underlying liver transplant tolerance are not well studied.^3^

Rejection and tolerance involve the complex interaction of different immune and parenchymal cells. Orthotopic liver transplantation in mice is considered a spontaneous immunogenic tolerance transplantation model, while heart and kidney transplantation model need immunosuppressive drug administration for longer allograft survival.^4^ The setup of mouse liver, heart and kidney transplantation is a technically demanding surgical procedure. Our group has successfully established liver, heart and kidney transplantation models in mice to explore the molecular mechanisms of rejection or tolerance in organ transplantation.^5^, ^6^

Single cell RNA sequencing (scRNA‐seq) is able to dissect the immune microenvironment in organ transplantation.^7^ High‐throughput scRNA‐seq offer an unprecedented opportunity to comprehensively decipher the cellular heterogeneity in health and disease.^8^ Recently, scRNA‐seq has been applied to study the renal allograft rejection and transplanted liver.^9^, ^10^ In this work, we further mapped the single cell transcriptome landscape of mouse liver, heart and kidney allografts at day 7 post‐transplantation. We showed intercellular communication between myeloid cells, lymphocytes and their regulatory networks in acute rejection allografts (heart, kidney) and tolerance allografts (liver). The transcriptome of peripheral blood mononuclear cells (PBMCs) showed high similarity with liver‐infiltrating immune cells in recipient mice. To further explore the dynamic transcriptional changes in long‐term liver transplantation, we performed bulk RNA‐seq of mouse liver allografts from day 7 to day 60 post‐transplantation. Differentially expressed genes (DEGs) in bulk RNA‐seq datasets of allografted liver at day 7 post‐transplantation demonstrated high correlation with single cell datasets. This study provided molecular insights into the acute rejections that are specific to heart and kidney allografts and tolerance induction in liver allografts.

## 2 MATERIALS AND METHODS

### 2.1 The construction of mouse liver, heart and kidney transplant models

For scRNA‐seq, livers, hearts and kidneys from BALB/c mice (H‐2 d; 8 weeks old) were transplanted into C57Bl6/J recipients (8 weeks old). Mouse models of orthotopic liver transplantation, heterotopic heart transplantation and heterotopic kidney transplantation were generated as previously described.^11^, ^12^, ^13^ In brief, setup of the orthotopic liver transplantation requires efficient removal of the recipient liver and implantation of the donor liver within 20–30 min, which includes the portal vein (PV), the suprahepatic inferior vena cava (SHIVC), the infrahepatic inferior vena cava (IHIVC), and the bile duct anastomoses. In heart transplantation, the donated cardiac artery and vein were anastomosed to the recipient's abdominal aorta and vena cava, respectively. In kidney transplantation, the donated renal artery and vein were anastomosed to the recipient's abdominal aorta and vena cava, with the donated ureter attached to the recipient's bladder. The liver allograft was placed ‘orthotopically’, while the native heart or kidneys of the recipient mouse were left in place. For observation of the native and spontaneous immune response in allograft rejection or tolerance, mice were not administered immunosuppressive drugs, and euthanized on day 7 post‐transplantation. A chronic tolerance model of mouse liver transplantation was created by transplanting livers from BALB/c mice (8 weeks old) into C3H (8 weeks old) recipients, which were kept for 7 days, 15 days, 30 days and 60 days without immunosuppressive drugs until being euthanized. The experimental rats were individually caged at 21°C, exposed to a 12 h/12 h light/dark cycle, and fed sterilized water and standard rat chow. All animals received humane care, and the study was conducted in accordance with the Guide for the Care and Use of Laboratory Animals. The study was also approved by the Institutional Review Board, consistent with the Animal Protection Act of China.

### 2.2 Histology and immunostaining

The mouse liver, heart and kidney allografts were fixed overnight in 10% neutral‐buffered formalin. They were then transferred to 60% ethanol followed by dehydration in alcohol, immersion in chloroform and embedment in paraffin wax. Five‐micron sections were made and stained with histochemical dyes for haematoxylin and eosin staining (black/pink, nuclei/tissue respectively) and Masson's trichrome staining (blue/black/red, collagen/nuclei/cytoplasm respectively). For immunostaining, tissue samples were fixed with 4% formaldehyde (Thermo Fisher), cryoprotected with 30% sucrose and cut into 7 mm thick sections. For immunostaining, the following primary antibodies were used: rabbit anti‐mouse CD8 (Cell Signaling Technology, 98941,1:200) and Alexa Fluor 488 rat anti‐mouse CD11b (Abcam, ab197701, 1:100). The secondary antibody used was anti‐rabbit Alexa Fluor 594 (Cell Signaling Technology, 8889, 1:200). After the first primary antibody staining, an additional blocking step was included prior to the addition of a second primary antibody. The slides were washed again three times with 1% PBS (5–10 min) each before being mounted with ProLong® Gold Anti‐fade Reagent with DAPI (Invitrogen). The antigenic binding sites were visualized using a digital slide scanner and slide viewer software (Pannoramic 250 and Case Viewer 2.3, 3D Histech, Hungary).

### 2.3 Single‐cell suspension preparation

A total of nine fresh allograft tissue samples and nine blood samples for single cell sequencing were collected from two liver allograft recipients, two kidney allograft recipients and two heart allograft recipients sacrificed on day 7 after transplantation. Fresh allograft tissues were then digested using type II collagenase in PBS. The dissociated single cells were centrifuged, and cell pellets were resuspended in RPMI 1640 (Thermo Fisher) plus 0.04% bovine serum albumin (Sigma–Aldrich). Tissue‐infiltrating lymphocytes of the nine fresh allograft tissue samples were isolated by Ficoll‐Paque density gradient centrifugation. Viability was confirmed to be >90% in all samples via trypan blue (Thermo Fisher) staining, and the cell suspensions were kept on ice for single cell RNA‐seq.

### 2.4 Single‐cell RNA‐seq library preparation and sequencing

We performed Microwell‐seq of single cell suspensions from different samples as previously described.^14^ In brief, single cell suspensions and barcode beads were loaded into agarose microwell arrays. Beads and cells were trapped in separated microwells. Transcripts from lysed cells were captured by barcode oligodT beads. Beads were collected in a 1.5 mL tube for template switching, reverse transcription, exonuclease I treatment and cDNA amplification. Purified cDNA libraries were fragmented using a customized transposase to enrich the 3′ ends of transcripts (TruePrep DNA Library Prep Kit V2 for Illumina, Vazyme,cat #TD512). The concentrations of the DNA libraries were measured using Qubit3.0, and the fragment sizes of the libraries were analysed using an Agilent 2100 bioanalyzer. All the DNA libraries were sequenced on an Illumina HiSeq Xten in Pair‐end 150 bp mode.

### 2.5 Bulk RNA‐seq and microarray analysis

Samples of 12 liver allografts (three replicates on day 7, day 15, day 28 and day 60 post‐operation, respectively) were collected and stored at −80°C for bulk RNA sequencing. Total RNA, including miRNA from RNAlater (Ambion)‐immersed liver grafts, was isolated using the RNeasy Mini Kit and miRNeasy kit (Qiagen), according to the manufacturer's protocol. The quality and quantity of the RNA were evaluated using a NanoDrop 1000 (Thermo Fisher) and Agilent 2100 Bioanalyzer (Agilent Technologies).

Total RNA was amplified and transcribed into fluorescent cRNA using a Low Input Quick Amp Labeling Kit, One‐Color (Agilent Technologies). The labelled cRNA was purified using a RNeasy Mini Kit (Qiagen). Probe synthesis and hybridization to mRNA Microarray v4.0 (Agilent Technologies) were performed by a Gene Expression Hybridization Kit (Agilent Technologies) in a hybridization oven (Agilent Technologies), according to the manufacturer's instructions. Images of hybridized microarrays were scanned using an Agilent Scanner (Agilent Technologies), and the raw data were normalized by quantile algorithm, Gene Spring Software 11.0 (Agilent Technologies).

### 2.6 RNA‐seq data processing

We used the Drop‐seq core computational tool to preprocess the Microwell‐seq raw data, as described in the Drop‐seq computational cookbook.^15^ Filtered reads were used to identify cellular barcodes and unique molecular identifiers (UMIs). We discarded the paired reads if the quality of any base in the barcode was below 10. We used STAR (version 2.5.2a) with default parameters for mapping.^16^ Reads from mouse organ allograft data were aligned to the mouse GRCm38.88 genome. All multiple‐aligned reads were removed and GTF annotation files from GENCODE were used to tag aligned reads. For UMI count, molecular barcodes with one edit distance were merged to one within a gene. We excluded cells with fewer than 500 UMIs. A high proportion (>10%) of transcript counts derived from mitochondria‐encoded genes may indicate low cell quality. We removed these unqualified cells before downstream analysis. After obtaining the digital gene expression (DGE) data matrix, we used Seurat for downstream analysis.^17^

### 2.7 Cross‐tissue regulatory network comparison of grafted liver and normal liver

We used SCENIC^18^ to compare the gene regulatory networks between allografted and normal mouse liver. We combined the AUCell score matrices with the orthologous TFs. The TF modules were identified based on the connection specificity index (CSI).^19^ The regulatory networks were constructed based on the TF modules and visualized with a heatmap. To demonstrate the functions enriched in each module, we performed gene ontology enrichment analysis for these modules.

### 2.8 Weighted correlation network (WGCNA) analysis

Correlation network analysis of liver allografts was performed using WGCNA with default parameters, and external biological traits were assigned to related modules.^20^ To reduce the impact of data sparsity in low coverage sequencing datasets, we used pseudocells to aggregate data in the same cell type.

### 2.9 RNA velocity analysis

We used Velocity to calculate RNA velocity on the grafted T‐cell and macrophage dataset in liver allografts.^21^ This method estimates the rate of transcriptional changes of each cell based on the ratio of spliced and unspliced reads with default parameters. The loom file from the last step was treated as input. Cells that either did not have enough UMIs after the new mapping, or they did not have unspliced reads were discarded. The plot was visualized with t‐SNE embedding and the differentiation start and end points were estimated using a Markov process. We mainly followed the steps from the opened repository (https://github.com/rajewsky-lab/planarian_lineage).

### 2.10 Ligand–receptor analysis

Analysis of potential receptor–ligand pairs was performed by applying iTALK.^22^ We aggregated the gene expression levels from immune cell clusters in the allografted liver, kidney and heart. To remove the effect of cell numbers in each cluster, we selected randomly sampled pseudocells for further analysis. Receptors and ligands expressed in more than 10% of the cells in each cluster were remained. The ligand–receptor interactions were constructed as a matrix after randomly permuting 1000 cluster labels to calculate the mean expression values of the ligands and receptors. We used pairwise comparisons between all cell types to obtain a likelihood of *p* value for the filtering of false‐positive interactions. The cutoff was set with a mean expression greater than 0.1 and *p* values smaller than 0.1. We used the sum of the number of ligand–receptor pairs in each cell–cell pairs to indicate the strength of the cell–cell interactions. Finally, the interaction network was set to a degree‐sorted circle layout for visualization in Cytoscape.^23^

## 3 RESULTS

### 3.1 Single cell transcriptome landscape of mouse liver, kidney and heart allografts

We first established mouse liver, kidney and heart allograft models. Organs from BALB/c mice were implanted into C57BL/6 recipients without any immunosuppressive treatment. On day 7 post‐transplantation, organ allografts and PBMCs in recipients were harvested (Figure 1A and Figure S1A). Haematoxylin and eosin (HE) staining indicated a certain degree of inflammatory infiltration and destruction of tissue architecture in kidney and heart (Figure S1A). Tissue‐infiltrating lymphocytes (TILs) were further harvested from three types of organs by density gradient centrifugation. We previously reported Microwell‐seq, a flexible and low‐cost high‐throughput scRNA‐seq method.^14^ Here, we adopted Microwell‐seq to characterize the single‐cell transcriptome of immune cells and nonimmune cells in three types of mouse organ allografts. 

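Cells were captured with barcoded beads in a microwell array by Microwell-seq, and each captured mRNA molecule carried a unique molecular identifier (UMI). 8 libraries were analysed here, 1 per condition, from organs and blood taken 7 days after transplantation. They were PBMCs from recipients of heart, liver and kidney, TILs of the 3 organs, and PCs of liver and kidney. PCs of heart were not analysed here. The authors aligned reads with STAR to GRCm38, removed multi-aligned reads, merged near-identical UMIs of a gene with the Drop-seq core tools, and gave raw UMI counts per gene and barcode. Each library held 10000 barcodes, and the stated filter had not yet been applied to them. Sequencing depth in UMIs was 7522904 for heart PBMC, 6731112 for liver PBMC and 3450766 for kidney PBMC. It was 9306582 for the library labelled heart TIL, 8543672 for the library labelled liver TIL and 3935284 for kidney TIL. The parenchymal libraries held 19171264 UMIs for liver and 3418722 for kidney. From these counts, cells with at least 500 UMIs and at most 10% mitochondrial UMIs were kept, clustered for each organ apart, and named from fixed marker lists. Expression was summed over the cells of a type in a library and is given as CPM, scaled to the summed UMIs of those cells, with exact 95% Poisson intervals in parentheses, and shares carry exact binomial intervals. With 1 library per condition these intervals cover counting error only, not the spread between animals, so no condition was tested against another. Whether animals were pooled is not stated in the paper. Log2 ratios carry a pseudocount of 1 CPM. Organ marker genes ran against the labels of the heart TIL and liver TIL libraries, which are therefore always called by their labels, and no sample was moved to another condition.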

PBMCs, parenchymal cells (PCs) and TILs were sequenced separately (Figure 1A). Moreover, we performed bulk RNA‐seq of liver allografts at different time points post‐transplantation (day 7, day 14, day 28 and day 60) to explore the dynamic transcriptome changes of long‐term tolerance formation (Figure 1A).

**FIGURE 1:**
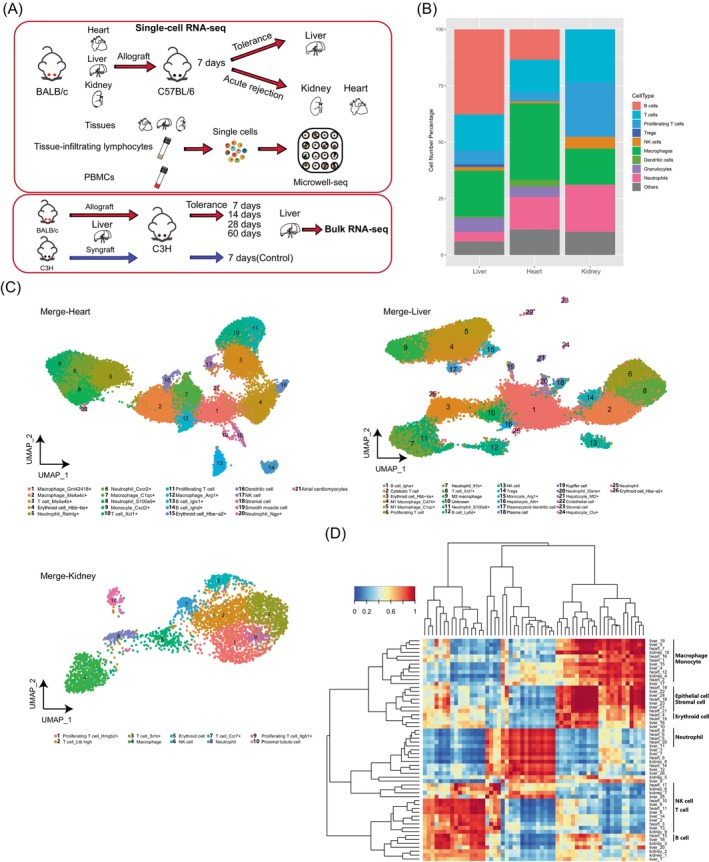
Single cell transcriptome profiling of mouse liver, heart and kidney allografts. (A) Schematic view of the workflow. (B) The fractions of different immune cells in three allografted organs. ‘Other’ represents the parenchymal cells. (C) UMAP plot showing the clusters of merged single‐cell datasets. (D) Heatmap showing the gene expression correlations of cell types in (C).

scRNA‐seq profiles generated a total of 66,393 cells that passed quality control (Figure S1B). 

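Of the 80000 barcodes, 47541 passed the stated filter. 32458 barcodes held fewer than 500 UMIs and 1 exceeded 10% mitochondrial UMIs. The passing cells numbered 7772 in heart PBMC, 6822 in liver PBMC and 1143 in kidney PBMC. They numbered 9668 in the library labelled heart TIL, 9337 in that labelled liver TIL and 2004 in kidney TIL, and 10000 and 795 in liver and kidney PC. Median UMIs per passing cell ran from 581 in kidney PC to 1502 in liver PC. Median genes per cell ran from 394 in heart PBMC to 849 in liver PC. Without the filter all 80000 barcodes would count, and a floor of 1000 UMIs left 16992 cells.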

After unsupervised clustering, single cells in PBMCs, PCs and TILs were merged and visualized using Uniform Manifold Approximation and Projection (UMAP) (Figure 1C and Figure S1C). We identified common lymphocytes and major myeloid cells based on canonical signature genes (Figure S1D). 

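Clusters were named by the mean log2 fold of their markers over the cluster at percentile 20 of the same library, and a cluster whose second class came within 0.4 stayed unnamed. By this naming 67.7% of all passing cells lay in immune classes and 1.43% in parenchymal or stromal ones. Among named cells alone the immune share was 96.6%. The share was 79.1% (78.2 to 80.0) in heart PBMC, 57.8% (56.6 to 58.9) in liver PBMC and 97.7% (96.7 to 98.5) in kidney PBMC. In tissue it was 64.0% (63.0 to 65.0) in the library labelled heart TIL, 54.5% (53.5 to 55.5) in that labelled liver TIL and 93.0% (91.8 to 94.1) in kidney TIL. Liver PC held 75.5% (74.7 to 76.4) and kidney PC 33.5% (30.2 to 36.9). Unnamed cells made up 20.9% of heart PBMC, 34.5% of labelled heart TIL, 22.6% of liver PC, 41.8% of liver PBMC, 39.2% of labelled liver TIL, 58.5% of kidney PC and 2.99% of kidney TIL, and none of kidney PBMC. The naming threshold was set after the data were seen. The best and second classes of the 5 largest unnamed clusters were T cell and erythroid cell for 2791 cells, nearly all labelled heart TIL, stromal cell and erythroid cell for 3651 cells, all labelled liver TIL, and T cell and macrophage or monocyte for 2261 cells, nearly all of liver PC. In blood they were B cell and neutrophil for 2852 liver PBMC and 1621 heart PBMC cells. B cells made up 2.61% of all cells from liver and 2.59% of those from heart. The immune share moved to 81.0% at a clustering resolution of 0.8, and most, to 85.1%, when naming needed no margin, an alternative chosen after the data were seen.

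**Figure D1:**
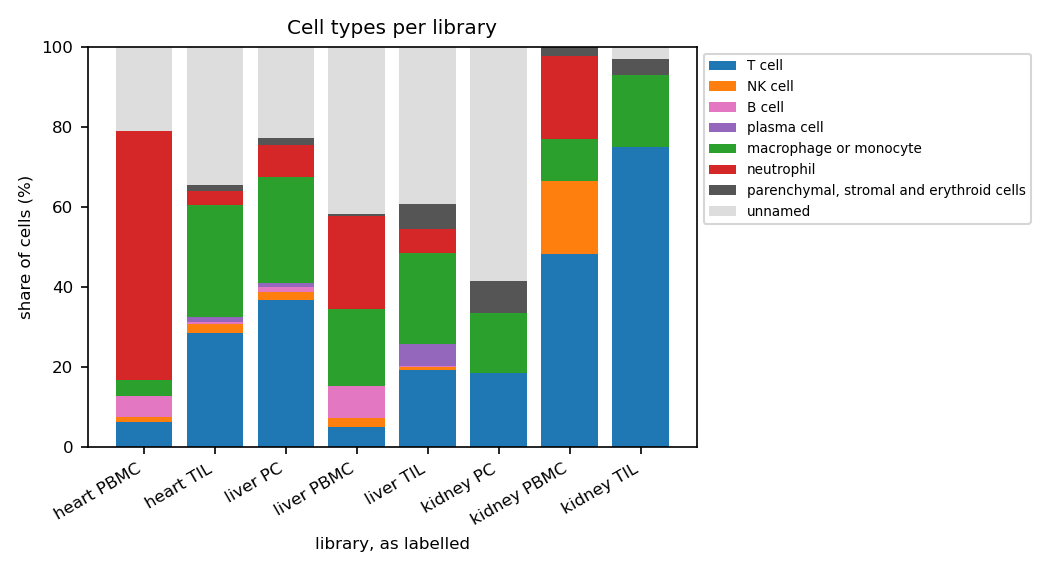
Share of passing cells in each class, one bar per library. Unnamed cells are drawn as their own class.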

Over 80% of the single cells in the datasets were immune cells (Figure 1B).

In liver allografts, we identified 21 immune cell clusters, 3 hepatocyte clusters (Clusters 16, 21, and 24, marked by high expression of *Alb*), a stromal cell cluster (Cluster 23, marked by high expression of *Dcn* and *Mgp*) and an endothelial cell cluster (Cluster 22, marked by high expression of *Eng* and *Egfl7*) (Figure 1C and Figure S1C). 

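In liver PC, Alb (ENSMUSG00000029368, chromosome 5 of GRCm38, 90460897 to 90476602) held 1429 UMIs, or 74.5 CPM (70.7 to 78.5), over all barcodes. The library labelled liver TIL held 0 (at most 0.351 CPM) and the library labelled heart TIL 1056. A cluster of 131 liver PC cells was named hepatocyte, by a list that includes Alb. The 9 hepatocyte markers summed to 379 CPM (369.9 to 387) in liver PC, 74.7 CPM (69.0 to 80.7) in labelled liver TIL and 702 CPM (685 to 719.5) in labelled heart TIL. A liver cluster of 152 cells was named stromal, of which 31 were PC and 121 labelled TIL. In these, Dcn was at 3562 CPM (3152 to 4009) in PC and 4985 CPM (4607 to 5385) in labelled TIL, and Mgp at 5420.4 CPM (4913 to 5967) and 8864 CPM (8359 to 9393). The endothelial cluster held 85 cells, with Eng at 1896 CPM (1429 to 2468) and Egfl7 at 1621 CPM (1191 to 2155) in PC. These genes also named the clusters and are not independent of the names.

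**Figure D2:**
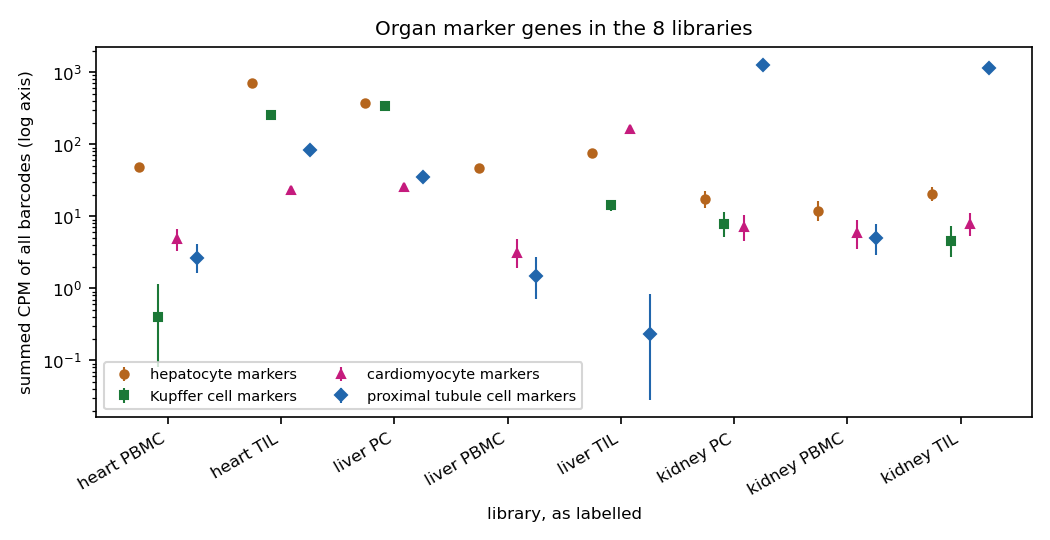
Summed CPM of the marker lists of liver, heart and kidney cells in each library, with 95% Poisson intervals. Lists with no UMI in a library are not drawn.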

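Myl7 (ENSMUSG00000020469, chromosome 11 of GRCm38, 5896637 to 5898782) held 0 (at most 0.399 CPM) UMIs in heart PBMC and 2 in the library labelled heart TIL, against 128 in the library labelled liver TIL. Acta1 held 0 (at most 0.399 CPM), 1 and 206 UMIs in the same libraries. Myl4 held 36, 209 and 199, and 459 in liver PC. No cluster of the libraries labelled heart was named cardiomyocyte. A cluster of 28 cells was, of which 27 carried the label liver TIL. The 8 cardiomyocyte markers together reached 23.3 CPM (20.3 to 26.6) in labelled heart TIL.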

In heart allografts, cells from Cluster 21 were identified as atrial cardiomyocytes based on the enrichment of *Myl7*, *Myl4* and *Acta1*. Cluster 19 was identified as smooth muscle cells with specific expression of *Acta2* and *Myl9*. 

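No cluster of the libraries labelled heart was named smooth muscle cell. Within the stromal cells labelled heart TIL, Acta2 stood at 329.5 CPM (198 to 515) and Myl9 at 52.0 CPM (10.7 to 152). Stromal cells labelled liver TIL had 1445 CPM (1245 to 1668) of Acta2 and 170.0 CPM (107 to 257) of Myl9.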

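The stromal cluster of the heart libraries held 52 cells, all labelled heart TIL. Its sums were 3174 CPM (2731 to 3668) for Col3a1, 1648 CPM (1333 to 2014) for Col1a2 and 798 CPM (584 to 1064) for Mgp. In T cells of the same library Col3a1 stood at 8.88 CPM (5.69 to 13.2).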

Cluster 18 highly expressed stromal cell markers such as *Col3a1*, *Col1a2* and *Mgp*. In kidney allografts, we defined 9 immune cell clusters and proximal tubule cells with high expression of *Kap*.^24^

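Kap (ENSMUSG00000032758, chromosome 6 of GRCm38, 133849851 to 133853762) held 3314 UMIs in kidney TIL, 2801 in kidney PC and 11 in kidney PBMC, and 0 (at most 0.157 CPM) in liver PC. A kidney cluster of 115 cells was named proximal tubule, of which 48 were PC and 67 TIL. Kidney cells formed 13 clusters. Proximal tubule markers summed to 1269 CPM (1232 to 1308) in PC and 1157 CPM (1124 to 1192) in TIL.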

In order to compare the gene expression correlations of a cross‐tissue single‐cell transcriptome dataset, we performed MetaNeighbor analysis of cell types in different organ allografts^25^ (Figure 1D). Gene expression modules showed high similarity in parenchymal cells and immune cells between the tolerance state (liver) and acute rejection state (heart and kidney) at the early stage after allografts. 

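Similarity between organs was computed as in MetaNeighbor, as the AUROC with which the cells of a class in one organ found the same class in another, over 284 variable genes shared by the organs. For NK cells the median of 6 organ pairs was 0.914, from 0.753 to 0.974, and the highest value of another class was 0.818. For T cells the median was 0.797. Kidney T cells were found with only 0.520 from heart and 0.512 from liver, below kidney NK cells at 0.768 and 0.726. B cells gave 0.882 and 0.939 between heart and liver, where neutrophils came next at 0.852 and 0.844. Heart B cells found kidney neutrophils with 0.960. Stromal cells gave 0.926 and 0.932, with other classes up to 0.848. Endothelial cells gave 0.667 and 0.856, and those of heart found liver hepatocytes more readily, with 0.717, while those of liver found heart macrophages with 0.842. Liver PC cells split at random gave 0.696 to 0.738 for T cells over 500 genes and 0.835 to 0.848 over 2000. The heart and liver values rest on the libraries as labelled.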

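Macrophages and monocytes of heart found those of liver with an AUROC of 0.718, and those of kidney found them with 0.810. Between heart and kidney the values were 0.859 and 0.905. In the reverse direction, liver macrophages found those of heart with 0.903 and those of kidney with 0.876. Neutrophils of heart found liver neutrophils with 0.915 and kidney neutrophils with 0.981. Other classes reached at most 0.721 for macrophages and 0.749 for neutrophils. Kidney neutrophils all came from PBMC (238 cells), and samples enter by their labels.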

Heterogeneity of myeloid cells was also observed between liver and other organs, indicating the potential perturbation of a different immune environment in liver.

### 3.2 Transcriptome profiling of lymphocytes reveals the spontaneous tolerance state in mouse liver allografts

Next, we performed differentially expressed genes (DEGs) analysis of bulk RNA‐seq datasets at different time points in liver allograft. A higher number of up‐regulated genes was observed at the early stage (day 7, day 14) (Figure 2A). We observed up‐regulation of *Ctsc*, *Cebpe*, *Ifng*, and *Ctla4* (associated with regulatory T‐cell function and activation) at day 7 post‐transplantation (Figure 2B). Gene function and KEGG pathway enrichment of up‐regulated genes showed antigen processing and presentation program, cytokine‐receptor interaction between myeloid cells and T cells (Figure S2A,B).^26^, ^27^ The function of DEGs at the late stage (day 14–day 60) revealed a growing tolerance induction process. Regulation of interferon‐gamma production and response to interferon‐gamma (interferon‐gamma‐mediated signalling pathway) were enriched at day 14 and day 28, respectively. At day 60, lymphoid and nonlymphoid cell immunoregulatory interactions, metabolic processes associated with insulin secretion and fatty acid and fat‐soluble vitamin processes were involved in long‐term tolerance induction. KEGG pathway analysis suggested that the dynamic state of Th1, Th2 and Th17 cells and myeloid cells mediated long‐term tolerance in liver allografts.^28^, ^29^

**FIGURE 2:**
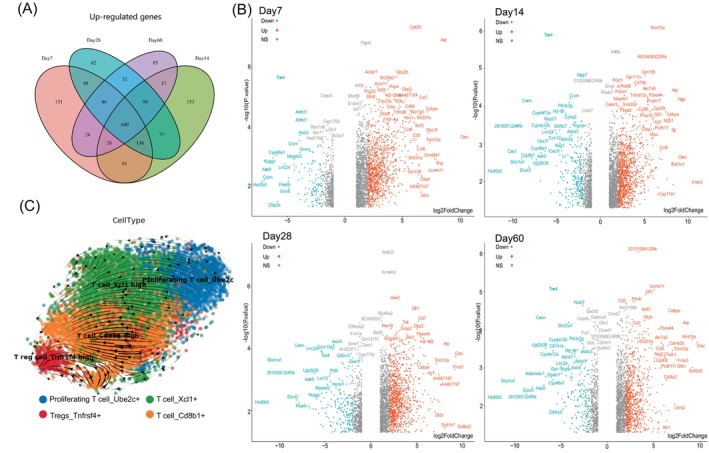
Bulk RNA‐seq analysis and T cell trajectory in liver allografts. (A) Venn plot showing the overlapped differentially expressed genes between different time points in liver allografts. (B) Volcano plot showing the differentially expressed genes in liver allografts at different stages (bulk RNA‐seq). Significantly up‐regulated and down‐regulated genes (log2FoldChange > 1.5) are labelled (NS: not significant). (C) RNA velocities of major T cell subsets in allografted liver (single‐cell RNA‐seq data).

We further investigated the heterogeneity of immune cells in liver allografts. Re‐clustering of immune cell clusters identified specific marker genes of major lymphocytes and myeloid cells (Figure S3A). 

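T cells of the liver libraries were clustered again on their own, and the sub-clusters named against lists for 4 subsets. Of 3681 liver PC T cells, 35.6% (34.1 to 37.2) Gzmb-positive, 14.8% (13.6 to 15.9) proliferating and 5.19% (4.49 to 5.96) regulatory cells were named, and 44.4% stayed unnamed. Of 1794 T cells labelled liver TIL, 2.06% (1.46 to 2.83) Gzmb-positive, 1.62% (1.09 to 2.31) proliferating and 0.446% (0.193 to 0.877) regulatory cells were named, and 95.9% stayed unnamed. The largest unnamed sub-cluster, of 1556 cells, held only cells labelled liver TIL and cannot be told from an effect of that library.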

We identified four T‐cell subsets with different gene expression patterns (Figure S3B,C). Notably, exhausted T cells (*Pdcd1+* and *Cd160+*) suggested an unique immunosuppressive state in liver allografts.^30^ 

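Pdcd1 (ENSMUSG00000026285, chromosome 1 of GRCm38, 94038305 to 94052553) had a UMI in 7.69% (6.85 to 8.60) of liver PC T cells after thinning to 500 UMIs per cell, against 1.06% (0.704 to 1.52) of macrophages and monocytes, the background. Median depth before thinning was 1578 and 1864 UMIs. Among cells labelled liver TIL the shares were 14.3% (12.7 to 16.0) and 2.26% (1.67 to 2.98), at depths of 758 and 820.0. Cd160 (ENSMUSG00000038304, chromosome 3 of GRCm38, 96798763 to 96829351) had one in 10.1% (9.18 to 11.2) of liver PC T cells and 2.34% (1.80 to 2.99) of their macrophages. Pdcd1 sums were 338 CPM (311 to 367) in T cells labelled liver TIL, 199 CPM (182 to 216) in those labelled heart TIL and 297 CPM (266 to 330.3) in kidney TIL. No liver sub-cluster met the exhausted list, which sets no limit on the share of such cells. The paper proposes that T cells with Pdcd1 and Cd160 mark an immunosuppressive state of the liver allograft.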

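The liver sub-cluster named regulatory held 191 liver PC and 8 labelled liver TIL cells. In its PC cells Cd4 stood at 494 CPM (421 to 576), Ctla4 (ENSMUSG00000026011, chromosome 1 of GRCm38, 60887000 to 60915832) at 1025 CPM (919 to 1141) and Foxp3 at 72.8 CPM (46.6 to 108). In the proliferating PC cells Cd4 stood at 15.2 CPM (9.43 to 23.3) and Ctla4 at 191 CPM (169 to 216), and Foxp3 had 0 UMIs, at most 2.18 CPM. All 3 genes were on the list that named the sub-cluster.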

We also identified regulatory T cells (Tregs) that differentially expressing *Cd4* and *Ctla4* (Figure S3D). To infer cell dynamics of T cells in liver allograft, we used RNA velocity to evaluate the differentiation of T cell subsets.^21^ 

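Pdcd1 had UMIs in each T-cell sub-cluster of liver PC with more than a few cells, and its thinned share of positive cells was 5.76% (2.91 to 10.1) in regulatory cells. Proliferating cells reached 11.0% (8.54 to 14.0), and the Gzmb-positive sub-clusters 7.46% (5.73 to 9.52) and 8.25% (6.04 to 11.0). The lowest share was 2.74% (0.334 to 9.55), in an unnamed sub-cluster of 73 PC cells with MHC class II genes. The sums ran from 89.4 CPM there to 196 CPM in the smaller Gzmb-positive sub-cluster. T cells of liver PBMC had 40.3 CPM (20.8 to 70.3).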

The directional flow towards Tregs and extensive expression of *Pdcd1* in all the subsets suggested the initiation of T cell dysfunction at day 7 post‐transplantation^31^ (Figure 2C). 

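After thinning, 502 of 543 proliferating liver PC T cells, or 92.4% (89.9 to 94.5), held more UMIs of G2/M genes than of S genes. In the library labelled liver TIL these were 27 of 29. The same call was made in 47.9% of Gzmb-positive and 54.5% of regulatory liver PC cells, subsets not defined by cycle genes. With the T cells of all libraries clustered together, 896 of 1189 proliferating liver PC T cells had more G2/M than S UMIs, or 75.4% (72.8 to 77.8). In the liver clustering, proliferating PC cells held 4072 G2/M UMIs and 987 S UMIs. The G2/M list was longer, with 52 genes against 42, and the subset was itself defined by cycle genes.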

The cell‐cycle heatmap indicated that the majority of proliferating T cells expressed cell cycle genes in G2/M phase (Figure S3E).

Cross‐tissue clustering of T cells also revealed similar functional T cell subsets among liver, heart and kidney allografts (Figure S3F). Higher proportion of Tregs and proliferating T cells were observed in liver allografts (Figure S3G,H). 

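T cells of all libraries were clustered again together to compare organs. Regulatory cells made up 8.67% (7.78 to 9.62) of liver PC T cells. All 147 kidney PC T cells stayed unnamed, so no share is given for them. In TIL they made up 0.390% (0.157 to 0.802) under the liver label, 2.51% (1.96 to 3.17) under the heart label and 0.133% (0.0161 to 0.480) in kidney. Proliferating cells made up 32.3% (30.8 to 33.8) of liver PC T cells, 2.12% (1.50 to 2.90) of those labelled liver TIL, 7.10% (6.16 to 8.12) of those labelled heart TIL and 0.798% (0.413 to 1.39) of kidney TIL T cells. Unnamed cells were 39.0%, 95.9%, 79.3% and 98.4% of the T cells of these libraries. Regulatory cells in liver minus heart TIL came to −2.12 percentage points as labelled. Exchanging the 2 labels, an alternative chosen after the data were seen, reversed this to 2.12 points, and the proliferating difference from −4.98 to 4.98. The paper proposes that T-cell dysfunction had begun by day 7, from the flow of cell states towards Tregs and from Pdcd1 in all subsets.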

DEGs analysis of T cells between liver allografts and the other two tissues implied specific expression of *Saa3* in liver allografts, which was associated with Th17 cell differentiation^32^ (Figure S3I).

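Saa3 (ENSMUSG00000040026, chromosome 7 of GRCm38, 46711998 to 46715700) stood at 1379.6 CPM (1353 to 1407) in liver PC T cells and 216 CPM (132 to 334) in kidney PC T cells, a log2 ratio of 2.67 (2.04 to 3.38). In TIL T cells it stood at 624 CPM (587 to 663) under the liver label, 2588 CPM (2528 to 2649) under the heart label and 117 CPM (97.8 to 139) in kidney. Liver over heart, as labelled, was −2.05 (−2.15 to −1.96) in log2, and liver over kidney 2.41 (2.15 to 2.69). In blood, liver over heart was −0.14 (−0.50 to 0.20) and liver over kidney 5.88 (4.55 to 8.44). B cells carried more Saa3 than T cells in liver PC, at 2255 CPM (2061 to 2462), and in labelled heart TIL, at 3886 CPM (3324 to 4516) in 45 cells. After thinning, 44.5% of liver PC T cells and 62.5% of B cells had a Saa3 UMI, at median depths of 1578 and 1393, so the share in T cells was no higher than in B cells and does not show expression by T cells themselves. Exchanging the labels of the 2 TIL libraries reversed the liver over heart ratio to 2.05. The paper proposes a tie between Saa3 and Th17 differentiation.

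**Figure D3:**
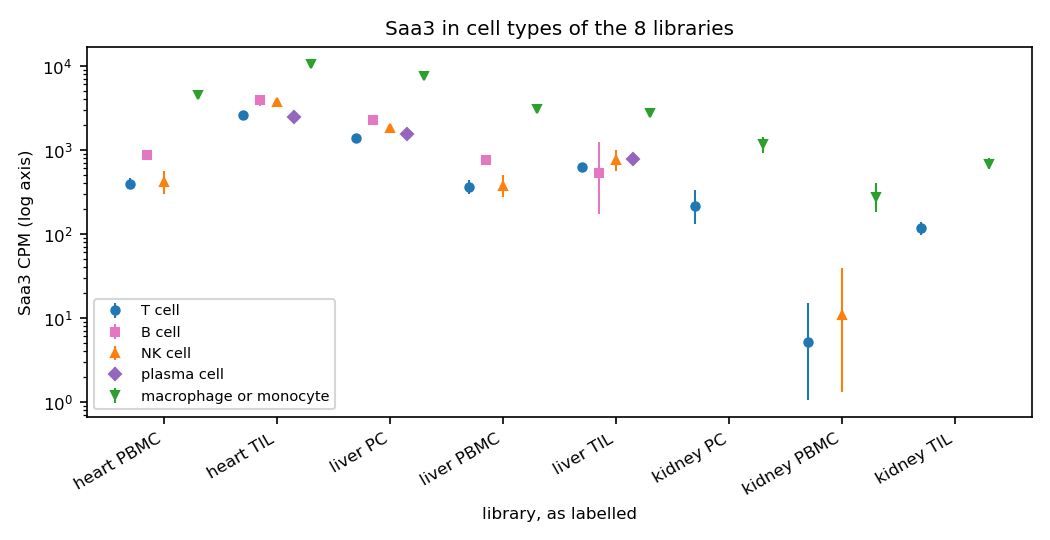
Saa3 in T cells, B cells, NK cells, plasma cells and macrophages of each library, in CPM with 95% Poisson intervals. Groups with fewer than 10 cells are left out.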

Other lymphocytes were also defined in the allografted liver immune microenvironment. 

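In liver PC, B cells (128 cells) carried 364 CPM (288 to 453) of Cd79a and 596 CPM (498 to 707) of Cd79b. Plasma cells (100 cells) carried 94.6 CPM (60.0 to 142) and 276 CPM (214 to 350.0). Xbp1 stood at 2389.7 CPM (2199 to 2592) in plasma cells and 132 CPM (88.3 to 189) in B cells. Macrophages of the same library had 178 CPM (168 to 189) of Xbp1.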

B cells with high expression of *Cd79a* and *Cd79b* were distinguished from plasma cells with unique expression of transcription factor *Xbp1*. The plasma cells were enriched in liver allografts than PBMCs (Figure S1C). 

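Plasma cells made up 1.00% (0.814 to 1.22) of all liver PC cells, 5.53% (5.07 to 6.01) of those labelled liver TIL and 0.0440% (0.00910 to 0.129) of liver PBMC, where only 3 were named. The library labelled heart TIL held 1.07% (0.870 to 1.29) and heart PBMC 0.0386% (0.00800 to 0.113). In kidney no cluster was named plasma cell. Jchain, a marker of the class, also stood at 995 CPM in T cells labelled liver TIL and 103 CPM in T cells of liver PC.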

Recent studies have indicated the role of plasma cells in the regulation of regulatory B cell (Breg) activity in engraftment.^33^, ^34^ Natural killer (NK) cells were defined using marker genes such as *Nkg7* and *Ly49* family receptors. NK cells were partly derived from PBMCs and most of them were conventional NK (cNK) cells.^35^

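NK cells made up 2.14% (1.81 to 2.51) of liver PBMC, 1.96% (1.70 to 2.25) of liver PC and 0.803% (0.632 to 1.01) of cells labelled liver TIL. Klra8, a Ly49 receptor, stood at 2056 CPM (1812 to 2325) in PBMC NK cells, 789 CPM (700.5 to 885) in PC and 954 CPM (733 to 1220.1) under the TIL label. Klra4 stood at 1129, 797 and 1089.9 CPM, and Klra7 at 895, 693 and 666 CPM. In T cells of liver PC Klra8 stood at 4.09 CPM (2.76 to 5.83). These counts give no direction of movement between blood and organ.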

### 3.3 Analysis of myeloid cells in liver allografts revealed coordinated communication between macrophages and T cells

Analysis of myeloid cells in liver allografts provides insights into the heterogeneity of Kupffer cells and macrophages. Kupffer cells (enriched expression of *Clec4f*, *Vsig4* and *Cd68*) were liver‐resident macrophages which were distributed in the hepatic sinusoid. It has been reported that *IL‐10* and *TGF‐β* secreted by Kupffer cells could induce T cell suppression.^36^ 

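Macrophages and monocytes of the liver libraries were clustered again, and 6.64% (5.73 to 7.66) of those in PC were named Kupffer cells. Clustered with the macrophages of all libraries, 2.19% (1.67 to 2.82) were. In neither clustering did a cell labelled liver TIL fall in a Kupffer sub-cluster. In the 176 PC cells, Clec4f (ENSMUSG00000014542, chromosome 6 of GRCm38, 83644542 to 83656187) stood at 542 CPM (481 to 608), Vsig4 at 499 CPM (441 to 563) and Cd68 at 709.6 CPM (639.8 to 785). M1 macrophages of PC carried 3.18 CPM (1.37 to 6.26) of Clec4f but 719.8 CPM (687 to 754) of Cd68. Clec4f and Vsig4 were on the list that named Kupffer cells, and Cd68 was not. Over all barcodes Clec4f held 428 UMIs in liver PC, 0 (at most 0.351 CPM) in the library labelled liver TIL and 207 in the library labelled heart TIL.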

We examined the expression of cytokine‐related ligand–receptor pairs between Kupffer cells and other immune cells in liver allografts (Figure S4A). Cytokine regulatory networks highlighted the enrichment of inflammatory associated *CXCL13‐CXCR3*, *CCL24‐CCR3*, *IL1A‐IL1R2* and *IL18‐IL18R1* axes between Kupffer cells, macrophages and lymphocytes.^37^, ^38^ The focused analysis of *IL‐10* demonstrated a ubiquitous interaction between Kupffer cells and other immune cells in maintaining immune tolerance in liver allografts^39^ (Figure S4B). 

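In liver PC Kupffer cells, Cxcl13 stood at 299 CPM (255 to 349.6), Ccl24 at 399 CPM (347 to 457), Il1a at 177 CPM (143 to 217) and Il18 at 209 CPM (172 to 252). Of the receptors, Cxcr3 stood at 234 CPM (223 to 245) in T cells, 149.6 CPM (113 to 195) in NK cells and 168 CPM (118 to 232) in B cells. Ccr3 reached only 1.91 CPM (1.04 to 3.20) in T cells. Il1r2 stood at 985 CPM (932 to 1041) in neutrophils and 29.8 CPM (26.0 to 34.1) in T cells, and Il18r1 at 92.5 CPM (64.0 to 129) in NK cells. Il10 stood at 32.0 CPM (18.6 to 51.2) in Kupffer cells, 11.1 CPM (7.39 to 16.1) in M1 and 11.3 CPM (6.45 to 18.3) in Chil3-positive macrophages. Expression of a pair alone does not measure an interaction.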

The ligand–receptor pairs between Kupffer cells and Tregs showed enrichment via the *CXCL3‐CXCR3* and *CCR (CCL‐CCR)* families. These interactions suggested that Kupffer cells could trigger the recruitment of Tregs in the postischemic liver after transplantation.^40^

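Cxcl3 had 0 UMIs, at most 5.65 CPM in the Kupffer cells of liver PC, while Chil3-positive macrophages had 36.0 CPM (26.8 to 47.3). Cxcr3 in regulatory PC cells was at 394 CPM (329 to 468).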

We further performed re‐clustering of macrophages and monocytes in liver allografts based on their original marker genes (Figure S4C). 

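In liver PC, H2-Aa stood at 5862 CPM (5767 to 5957) in M1 macrophages and 1535 CPM (1471 to 1601) in Chil3-positive ones, and H2-Ab1 at 8449 CPM (8336 to 8563) and 2203 CPM (2126 to 2282). Chil3-positive cells made up 26.7% (25.0 to 28.4) of PC macrophages and M1 cells 35.6% (33.8 to 37.5). Under the label liver TIL the shares were 54.3% (52.1 to 56.4) and 42.9% (40.8 to 45.1). Clustered with the macrophages of all libraries, these fell to 0.893% (0.539 to 1.39) and 0.752% (0.431 to 1.22) with 98.4% unnamed, while PC had 33.4% (31.6 to 35.2) and 39.3% (37.4 to 41.2). The subsets were named by these genes, so the contrast is not independent of the names.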

*Chil3*+ macrophages demonstrated distinct gene expression patterns compared with classically activated M1 macrophages which highly expressed MHC‐II molecules (Figure S4D). 

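Chil3 (ENSMUSG00000040809, chromosome 3 of GRCm38, 106147554 to 106167564) stood at 13504 CPM (13314 to 13697) in Chil3-positive macrophages of liver PC and 2198 CPM (2140.0 to 2256) in M1 macrophages. Fn1 stood at 336 CPM (307 to 368) and 24.6 CPM (18.9 to 31.6), and Hp (ENSMUSG00000031722, chromosome 8 of GRCm38, 109575128 to 109579172) at 1908 CPM (1837 to 1981) and 313 CPM (292 to 336). Under the label liver TIL, Hp stood at 304 CPM (271 to 340.0) in Chil3-positive and 81.2 CPM (64.6 to 101) in M1 cells. Chil3, Fn1 and Hp were on the list that named Chil3-positive macrophages, so these contrasts are not independent of the name.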

DEGs between *Chil3*+ macrophages and M1 macrophages revealed unique expression of M2a macrophages markers such as *Fn1* and *Chil3* (Figure S4E).^41^, ^42^ *Chil3* ^+^ M2a macrophages selectively express haptoglobin (*Hp*), which forms haemoglobin: haptoglobin complexes (*Hp:Hb*) that further promote haemoglobin scavenger receptor expression in M2 macrophages.^43^ In mouse heart allograft model, targeted treatment of mTOR‐dependent M2 macrophages was confirmed to prevent chronic allograft rejection via the *PD‐1/PD‐L1* coinhibitory pathway.^44^ Monocytes and the polarization of *Ly6c* ^*−*^ */Chil3* ^+^ M2a macrophages play critical roles in anti‐inflammation and tissue remodelling after organ transplantation.^45^, ^46^

Myeloid‐derived suppressor cells (MDSCs) are able to inhibit the function of infiltrated lymphocytes in liver allografts. Neutrophils play a key role in the activation of lymphocytes and antigen‐presenting cells in the adaptive immune response.^47^, ^48^ A recent study reported that neutrophil‐derived colony‐stimulating factor 1 (*Csf1*) could promote allograft tolerance by regulating the polarization and proliferation of tissue‐restricted macrophages.^49^ The number of suppressive *Ly6c* ^−^ macrophages increased under the regulation of *Csf1* after transplantation.^50^ We analysed the ligand–receptor pairs of *Csf1* in liver allografts (Figure S4F). 

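Csf1 (ENSMUSG00000014599, chromosome 3 of GRCm38, 107741048 to 107760469) stood at 59.6 CPM (47.0 to 74.4) in neutrophils of liver PC, 111 CPM (82.4 to 146) in those labelled liver TIL and 68.1 CPM (54.1 to 84.5) in liver PBMC. Macrophages of PC had 4.53 CPM (2.99 to 6.60) of it. Csf1r (ENSMUSG00000024621, chromosome 18 of GRCm38, 61100598 to 61132149) stood at 618 CPM (598 to 638) in PC macrophages and 217 CPM (192 to 243) in PC neutrophils. In M1 and Chil3-positive subsets of PC, Csf1r stood at 649 and 521 CPM.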

Neutrophils in Clusters C7, C11 and C25 showed enrichment of *Csf1‐Csf1r* interactions with macrophages (Clusters C4, C5 and C9), suggesting that infiltrating neutrophils may mediate the polarization of multiple types of *Ly6c*‐ macrophages through the *Csf1‐Csf1r* axis and participate in the regulation of allograft tolerance.

### 3.4 Comparison of allografted and normal mouse liver

We integrated the datasets of allografted and normal mouse livers to construct the regulatory network of liver allografts.^14^ We used coexpression network analysis (weighted gene coexpression network, WGCNA) to decipher the common gene modules^20^ (Table S1). We identified 60 gene modules (ME) with different colours (Figure S5A). T cell related gene modules containing *Klra4*, *Cd3* (module 8, pink) and *Cd4*, *Snn*, *Gngt2*, *Gpcd3* (module 35, sienna) were grouped in neighbouring clusters (Figure S5B). We calculated the correlation between gene modules and lymphocytes (Figure 3A). Modules 11 (green yellow) exhibited a high correlation with B cells and Tregs. Significant genes in this module included *Gzma*, *Iglc3*, *Foxp3* and *Tnfrsf4*. Gene ontology enrichment analysis of this module showed cyclin‐dependent protein serine/threonine kinase inhibitor activity, apoptotic process and programmed cell death (Figure 3B). Gene functions in B cells and Tregs showed a positive effect on the regulation of *CD8*+ T‐cell exhaustion.

**FIGURE 3:**
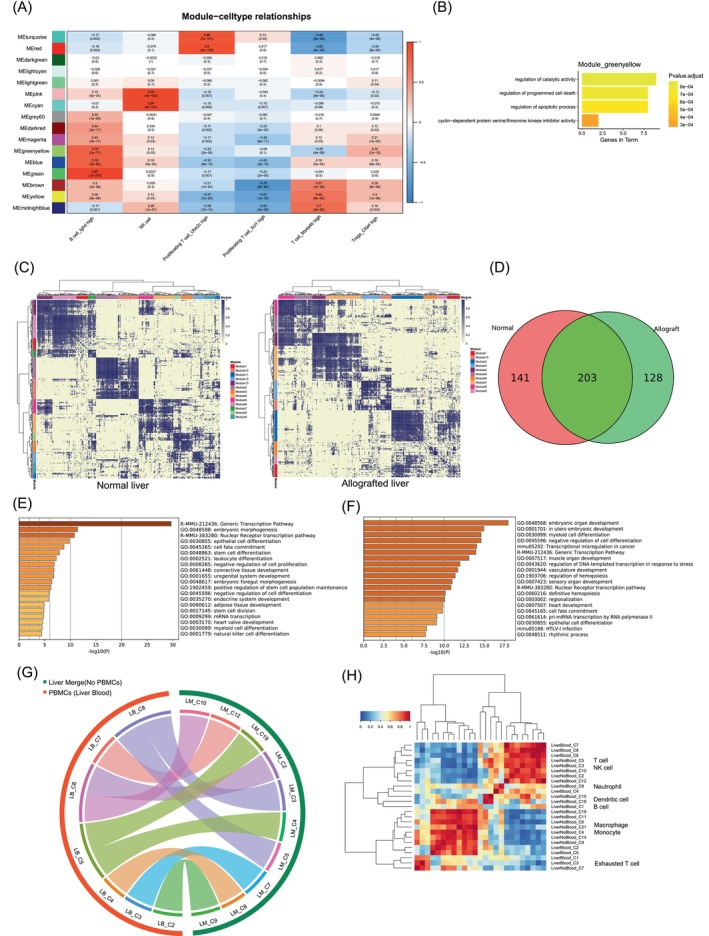
Transcription factor enrichment and correlation analysis of immune cells in normal and allografted mouse liver. (A) Gene module correlations of immune cells in allografted liver. (B) Gene Ontology enrichment of the green yellow gene module (including *Gzma*, *Iglc3*, *Foxp3* and *Tnfrsf4*). (C) Correlation of transcription factor modules in normal (left) and allografted mouse liver (right). (D) Venn plot showing the overlapping of transcription factors between normal and allografted mouse liver. (E, F) Gene Ontology enrichment of transcription factor modules in normal (E) and allografted mouse liver (F). (G) Correlation of gene expressions between PBMCs and tissue‐infiltrating immune cells (LM: clusters in tissue and tissue‐infiltrating lymphocytes, LB: clusters in PBMCs). (H) Heatmap showing the Pearson correlation values between PBMCs and tissue‐infiltrating immune cells in allografted liver.

Then, we integrated common cell types of allografted and normal mouse liver. Enrichment of transcription factors (TFs) was visualized in clustered modules (Figure 3C). The overlap of TFs suggested unique regulatory events in normal and allografted livers (Figure 3D). Gene ontology enrichment of specific TFs in normal liver indicated epithelial cell differentiation and negative regulation of cell proliferation (Figure 3E). Functional enrichment terms of TFs in liver allografts showed myeloid cell differentiation (Figure 3F). Common and specific TFs were clustered into 13 and 10 modules in allografted and normal mouse liver, respectively. Module 9 in normal liver contained *Bach2* and *Ebf1* which could promote B cell development (Figure S5C, Table S2). Of note, module 9 included Irf4, which was specifically expressed in normal liver. The deletion of *Irf4* in mice resulted in enhanced *Pd‐1* expression and *Cd4* ^+^ T‐cell dysfunction.^51^ Module 5 contained normal liver specific TFs *Batf3* and *Id2* which could cooperate with *Irf4* in dendritic cell differentiation^52^ (Figure S5D). In mouse liver allografts, module 7 contained specific TFs including *Cebpa*, *Irf8*, *Tal1*, *c‐Rel* and *Nr1h3* (Table S3). *Irf8* and *Tal1* have been shown to be involved in the maturation of monocytes and macrophages^53^, ^54^ (Figure S5E). Gene function terms of specific TFs in allografted liver T cells were involved in the mitotic cell cycle and mitochondrial function (Figure S5F). We identified potential TF correlation between *Bhlhe40* and *Cebpb* in liver allografts. The *Nr1h3‐Cebpb‐Bhlhe40* complex is required for insulin‐mediated stimulation through the dynamics of SREBP‐1c.^55^ Insulin secretion regulates insulin receptor signalling which controls T cell proliferation as well as IFNγ production.^56^ The specific TF networks suggested the dynamic metabolism regulation of T cell subsets in liver allografts.

We further questioned whether the gene expression patterns of the immune microenvironment in allografted liver could be evaluated using PBMCs at day 7 post‐transplantation. We compared the single‐cell transcriptome of PBMCs with tissue‐resident immune cells. 

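Mean expression of each class in liver PBMC was correlated with each class in liver PC and in the library labelled liver TIL over 2000 variable genes. Same classes gave a median r of 0.784 over 10 pairs, from 0.614 to 0.831. Different classes gave a median of 0.529 over 92 pairs, from 0.265 to 0.769. B cells of PBMC and PC gave 0.795, NK cells 0.831 and neutrophils 0.808. Spearman correlation moved the median of same classes most, to 0.610, and using all genes raised it to 0.909. Genes are not independent replicates, so r carries no test.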

The gene expression patterns of PBMCs and most liver‐resident immune cells exhibited a high correlation (Figure 3G). 

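T cells of liver PBMC correlated at 0.774 with those of PC, and the nearest other class there was neutrophils at 0.768. Among cells labelled liver TIL the values were 0.680 with T cells and 0.666 with NK cells. Macrophages and monocytes of PBMC correlated at 0.794 with those of PC and at 0.769 with PC neutrophils. Among cells labelled liver TIL they correlated at 0.614 with macrophages and more with neutrophils, at 0.626. PBMC T cells numbered 344 and macrophages and monocytes 1311.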

T cells and macrophages from PBMCs and liver‐resident immune cells were clustered together (Figure 3H). These results suggested that the gene expression of T cells or macrophages in PBMCs could be further explored as a novel indicator to evaluate the tolerance or rejection state in organ allografts.

### 3.5 Cross‐tissue comparison of liver, kidney and heart allografts

The liver has the most tolerogenic properties among the three types of organ allografts. Permanent and spontaneous acceptance of liver graft could be achieved in different mouse strains.^57^ Although other organs could induce tolerance at varying degrees,^58^ whole‐organ allografts of mouse heart and kidney could hardly achieve long‐term acceptance without immunosuppressive treatment. We conducted a signature gene analysis across three types of organ allograft models. Overlapping of signature DEGs indicates that 2872 genes are shared by three types of organ allografts (Figure 4A). 

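The paper gives no rule for its signature genes. Here a gene counted if it was at least 2-fold above the organ's other cells in a cluster and had a UMI in at least 25% of that cluster's cells. 269 genes were then shared by all 3 organs. Of frequently detected genes seeded above this fold in a simulation, 100.0% were found again and 0 unchanged genes were called. The simulated clusters were equal in size and depth and held no free RNA or library differences. The simulation is therefore no test of the rule near its cut or in small clusters. The alternative that moved the count most was 1.5-fold in at least 10% of cells, with 1682 genes. Libraries entered their organ by label.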

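Heart and kidney alone shared 33 signature genes. 130 were found in heart alone and 268 in kidney alone.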

Heart and kidney allografts had 250 overlapped signature genes, which covered the most of the unique genes in those two organs, respectively. In contrast, liver allografts have fewer overlapped genes with the other two organ allografts. 

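Liver shared 356 signature genes with heart alone and 121 with kidney alone. The heart set draws on the library labelled heart TIL.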

We identified 357 uniquely expressed genes in liver allografts.

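585 signature genes were found in liver alone. Drawing the same number of cells from each organ raised them to 1464.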

**FIGURE 4:**
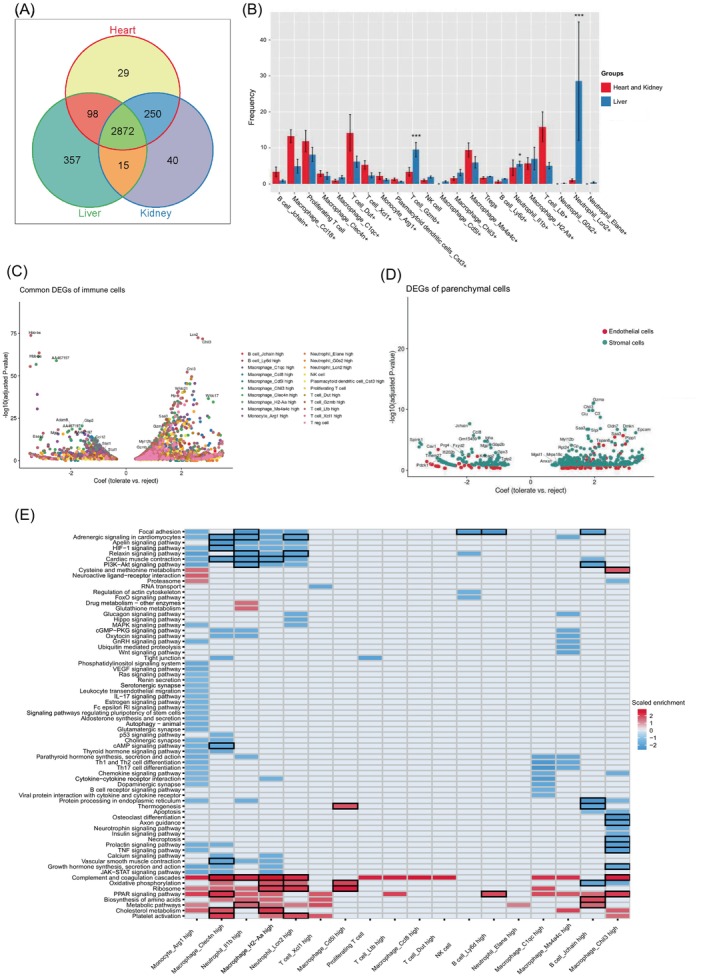
Cross‐tissue comparison between liver, heart and kidney allografts. (A) Venn plot showing the overlapped variable genes allografted liver, heart, and kidney. (B) Histogram showing the frequency comparison of immune cell between allografted liver and the other two organs. (‘***’*p* value ≤ 0.001, ‘*’*p* value ≤ 0.05). (C) Volcano plot showing the common differentially expressed genes in major immune cells between the allografted liver and the other two organs. Cell types are colour‐coded. (D) Volcano plot showing the common differentially expressed genes in endothelial cells (red dots) and stromal cells (green dots) between the allografted liver and the other two organs. (E) Heatmap showing the KEGG pathway enrichment of differentially expressed genes in major immune cells between the allografted liver and the other two organs.

We calculated the ratio of integrated immune cells (Figure 4B). T cells_*Gzmb* ^+^ (‘***’*p* value < 0.001) and neutrophils_*Lcn2+* (‘***’*p* value < 0.001) demonstrated significant variation between liver and the other two organs. 

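Gzmb-positive T cells made up 20.1% (18.8 to 21.4) of the T cells of liver PC, and kidney PC had no T cell in a named subset. In TIL the shares were 1.62% (1.09 to 2.31) under the liver label, 11.1% (9.95 to 12.3) under the heart label and 0.665% (0.320 to 1.22) in kidney. In these libraries 95.9%, 79.3% and 98.4% of T cells stayed unnamed, mostly in sub-clusters dominated by 1 library. Gzmb was a leading gene of T-cell clusters with 1704 labelled liver TIL, 1691 labelled heart TIL and 694 kidney TIL cells. The shares therefore do not measure how many T cells carried Gzmb. Neutrophils made up 23.3% (22.3 to 24.4) of liver PBMC, 62.4% (61.3 to 63.5) of heart PBMC and 20.8% (18.5 to 23.3) of kidney PBMC. A further 2852 liver PBMC and 1621 heart PBMC cells stayed unnamed between B cell and neutrophil. The gap between liver and heart blood may therefore depend on the naming. They made up 8.00% (7.48 to 8.55) of liver PC, 6.05% (5.58 to 6.55) under the label liver TIL and 3.59% (3.23 to 3.98) under the label heart TIL, and no cluster of kidney PC or TIL was named neutrophil. The difference of the labelled TIL libraries, 2.46 percentage points, reversed to −0.769 at a floor of 1000 UMIs. The paper ties Gzmb in these cells to the activation of Tregs.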

*Gzmb* expression is up‐regulated once after the activation of Tregs.^59^ *Lcn2* ^+^ neutrophils were contributed by liver allografts and ubiquitously expressed ribosomal genes. 

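Lcn2 (ENSMUSG00000026822, chromosome 2 of GRCm38, 32384633 to 32388252) stood at 3164 CPM (3068 to 3263) in neutrophils of liver PC and 3056 CPM (2958 to 3157) in liver PBMC. Heart PBMC neutrophils had 7175 CPM (7091 to 7260.0) and kidney PBMC neutrophils 2275 CPM (2047 to 2521). In log2, liver over heart was −1.23 (−1.28 to −1.18) in PBMC and −2.26 (−2.57 to −1.97) in TIL as labelled, and liver over kidney 0.43 (0.27 to 0.59) in PBMC. Exchanging the TIL labels reversed the TIL ratio to 2.26, and clustering again without the cells called by Scrublet reversed the PBMC ratio with heart to 0.99. Scrublet called 2 cells in heart PBMC and 1 in liver PBMC, so this is no test of doublets, and without the 5% of cells with the highest scores, chosen after the data were seen, the ratio was −1.19. The 68 ribosomal protein genes summed to 120224 CPM (119627 to 120823) in liver PC neutrophils, 60895 CPM (60455 to 61337) in liver PBMC, 38840.5 CPM (38644 to 39038) in heart PBMC and 104606 CPM (103027 to 106203) in kidney PBMC.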

Ribosomal proteins are known to be associated with cellular metabolism and extra ribosomal activities such as inflammation in neutrophils.^60^ 

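In neutrophils of liver PC, the sums were Rps2 2169, Rps15 1744, Rps12 1955, Rpl8 1901, Rpl10a 712 and Rpl19 1364 CPM. In those of kidney PBMC they were Rps2 1281, Rps15 1487, Rps12 1375, Rpl8 1718, Rpl10a 494 and Rpl19 731 CPM. Rps2 (ENSMUSG00000044533, chromosome 17 of GRCm38, 24718116 to 24721929) stood at 662 CPM (616 to 709) in liver PBMC and 426 CPM (405 to 447) in heart PBMC. TIL neutrophils had 1146 CPM (1050.1 to 1248) under the liver label and 1145 CPM (1027 to 1273) under the heart label. Over the ribosomal protein genes, the median log2 of liver over heart was −0.13 (percentile 61.0) in labelled TIL and 0.74 (percentile 100.0) in PBMC, and liver over kidney −0.79 (percentile 0) in PBMC, with percentiles among 10000 random lists of matched expression.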

We observed enrichment of 40S ribosomal proteins such as *Rps2*, *Rps15*, *Rps12* and 60S ribosomal proteins including *Rpl8*, *Rpl10a*, *Rpl19* in this neutrophil subset, suggesting their activated state during reperfusion after liver allograft.^61^

Next, we compared DEGs in common immune cells between heart, kidney and liver allografts. We calculated the common DEGs (expressed in more than 5 cell types, *p* < 0.01) and most common DEGs (expressed in more than 20 cell types, *p* < 0.01). 

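Chil3 in TIL macrophages and monocytes gave a log2 of −2.30 (−2.37 to −2.23) for liver over heart, as labelled, and 1.59 (1.25 to 1.95) for liver over kidney. In PC, liver over kidney was 3.99 (3.43 to 4.62). Saa3 in the same cells gave −1.92 (−1.97 to −1.88) and 2.01 (1.79 to 2.24). The WAP domain genes gave −1.49 and 1.18 for Wfdc17, −0.93 and 2.99 for Slpi, and −2.72 and 2.90 for Wfdc21. The 5 genes named in Figure 4C gave a median of −2.05 (percentile 0) against heart and 2.41 (percentile 100.0) against kidney in T cells. In PBMC, the median against heart was −1.54 (percentile 0) in T cells, −1.21 (percentile 0.0100) in macrophages and monocytes and −0.86 (percentile 0.140) in neutrophils, and against kidney 3.31, 1.97 and 2.84. For TIL T cells, the rule of size named 268 genes at least 2-fold above both organs with at least 10 UMIs. In a simulation it called 6 unchanged genes. For TIL macrophages, the rule of size named 296 genes, and in simulation 16 unchanged ones. Exchanging the TIL labels reversed the Chil3 ratio with heart to 2.30.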

Common up‐regulated genes were associated with tolerance state, including previously described *Chil3*, *Saa3*, *Lcn2* and WAP domain proteins (Figure 4C). The most common DEGs were enriched in macrophages_*Chil3* ^+^, neutrophils_*Lcn2*+, T cells_*Gzmb* ^+^ and Kupffer cells (Figure S5G). *Chil3* and *Saa3* were also up‐regulated in stromal cells including hepatic stellate cells (Figure 4D).

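In stromal cells of liver PC, Saa3 stood at 17249 CPM (16334 to 18203) and Chil3 at 649.9 CPM (482 to 857). Stromal cells labelled liver TIL had 2519 CPM (2253 to 2808) of Saa3 and 332 CPM (241 to 448) of Chil3. Those labelled heart TIL had 22320.5 CPM (21118 to 23574) and 1197 CPM (931 to 1514). The kidney cluster named stromal held only 7 cells, 1 of PC and 6 of TIL, too few for sums.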

Moreover, we performed KEGG pathway enrichment analysis of immune cells between heart, kidney and liver allografts (Figure 4E). 

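The 77 genes of oxidative phosphorylation summed to 36370.2 CPM (36135 to 36607) in M1 and 34090.4 CPM (33787 to 34396) in Chil3-positive macrophages of liver PC. Over the genes, the median log2 of M1 over Chil3-positive was 0.09 (percentile 94.5) in PC and 0.00 (percentile 94.9) under the label liver TIL, with percentiles among random lists of the same size. Kupffer cells of PC had 40547 CPM (40007 to 41092). With the mitochondrially encoded genes in place of this list, the PC ratio of the sums had the opposite sign, at −0.08. Against other organs, the median in TIL macrophages was −0.42 (percentile 0) for heart as labelled and −0.63 (percentile 0) for kidney.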

Oxidative phosphorylation process was notably enriched in *H2‐Aa* ^+^ and *Clec4n* ^+^ M1 macrophages (*p* < 0.05) rather than *Chil3* ^+^ M2 macrophages. Oxidative phosphorylation plays an important role in macrophage activation and tolerance.^62^, ^63^ In liver allografts, we observed enrichment of complement and coagulation cascades in M1 macrophages, *Chil3* ^+^ M2 macrophages and *Lcn2* ^+^ neutrophils. 

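The 74 genes of complement and coagulation cascades summed in liver PC to 15032 CPM (14704 to 15366) in Kupffer cells, 12915 CPM (12775 to 13056) in M1 macrophages, 5323 CPM (5204 to 5445) in Chil3-positive macrophages and 3804 CPM (3698 to 3912) in neutrophils. Across TIL, macrophages had 12671 CPM (12519.7 to 12823) under the liver label, 9945 CPM (9828 to 10064) under the heart label and 7808 CPM (7461 to 8166) in kidney. In TIL macrophages, the median log2 of liver over heart was 0.03 (percentile 74.0) as labelled, over the 43 genes that could be compared, and of liver over kidney 0.96 (percentile 100.0) over 27 genes. In PBMC, macrophages and monocytes gave −0.42 (percentile 0.06) against heart and 0.36 (percentile 89.4) against kidney, over 17 genes each. Neutrophils of PBMC gave 0.29 (percentile 81.1) and 0.39 (percentile 89.6). In PC, macrophages gave 2.08 (percentile 99.5) for liver over kidney, over 46 genes. Neutrophils had 5520.3 CPM (5308 to 5739) under the label liver TIL and 4928 CPM (4679.8 to 5187) under the label heart TIL, with a median log2 of −0.14 (percentile 26.5) over 26 genes. Of the 31 members secreted by hepatocytes alone, 15 could be compared in macrophages, and their median log2 was −3.82 (percentile 0) for labelled liver over labelled heart TIL.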

Macrophages and neutrophils have been reported as a mediator of innate immunity to regulate inflammation and coagulation disorders in pig liver xenografts.^64^ Platelet activation was also enhanced in these cell types. 

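The 22 platelet granule and receptor genes summed to 860.1 CPM (837 to 884) in macrophages of liver PC, 919.9 CPM (879.5 to 962) under the label liver TIL, 823 CPM (789 to 858) under the label heart TIL and 438 CPM (359 to 529) in kidney TIL. In macrophages the median log2 was −0.22 (percentile 9.59) for liver over heart as labelled, over the 15 genes that could be compared, and 0.54 (percentile 94.1) for liver over kidney, over 10. In neutrophils of labelled TIL, liver over heart was −0.49 (percentile 1.93) over 12 genes. In PC, macrophages gave 2.25 (percentile 99.9) for liver over kidney, over 15 genes. In PBMC, macrophages and monocytes gave 0.31 (percentile 79.45) against heart and 0.31 (percentile 80.4) against kidney. Neutrophils of PBMC gave −0.09 (percentile 11.5) and −0.07 (percentile 46.2).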

Platelet activation and coagulation activation could positively regulate the long‐term graft survival.^65^ In mouse liver allografts, M1 macrophage_*Clec4n* ^+^ and M2 macrophage_*Chil3* ^+^ highly expressed coagulation factor X (*F10*), which is the key intermediate component in the conversion of thrombin during coagulation activation. 

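F10 (ENSMUSG00000031444, chromosome 8 of GRCm38, 13037308 to 13056676) stood at 403 CPM (371 to 438) in Chil3-positive, 176 CPM (159.6 to 193) in M1 and 37.6 CPM (23.0 to 58.1) in Kupffer cells of liver PC. Under the label liver TIL it stood at 128 CPM (107 to 152) in Chil3-positive and 36.2 CPM (25.5 to 49.9) in M1 cells. All macrophages and monocytes of liver PC had 246 CPM (233 to 258), those of kidney PC 67.4 CPM (21.9 to 157), those labelled heart TIL 152 CPM (138 to 167) and those of kidney TIL 40.9 CPM (19.6 to 75.3). In PBMC the values were 201 CPM (179 to 226) for liver and 350.4 CPM (296 to 412) for heart. The paper proposes that coagulation activity favours long graft survival and that F10 draws macrophages towards the M2 state.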

*F10* also exhibited chemotactic capacity to promote M2 macrophage polarization.^66^ In this case, M1 and M2 macrophages have a more activated metabolic process in mouse liver allografts. They promoted coagulation activation to repair the tissue injury. The dynamic polarization of M1/M2 macrophages in mouse liver allografts may assist the long‐term tolerance induction.

### 3.6 Cross‐tissue interaction analysis of myeloid cells and lymphocytes in organ allografts

To characterize the regulatory networks across heart, kidney and liver allografts, we profiled ligand–receptors interactions in immune cells. In liver allografts, Tregs (Cluster 14, C14) contained the highest number of ligands and receptors (Figure 5A). In myeloid cells, Kupffer cells (C19) and monocytes_*Arg1* ^+^ (C15) harboured 106 and 172 ligands respectively. In heart lymphocytes, cytotoxic T‐cell_*Ms4a4b* ^+^ (C3) and proliferating T cells (C11) enriched a higher number of receptors than exhausted T cells (C10) (Figure 5B).

**FIGURE 5:**
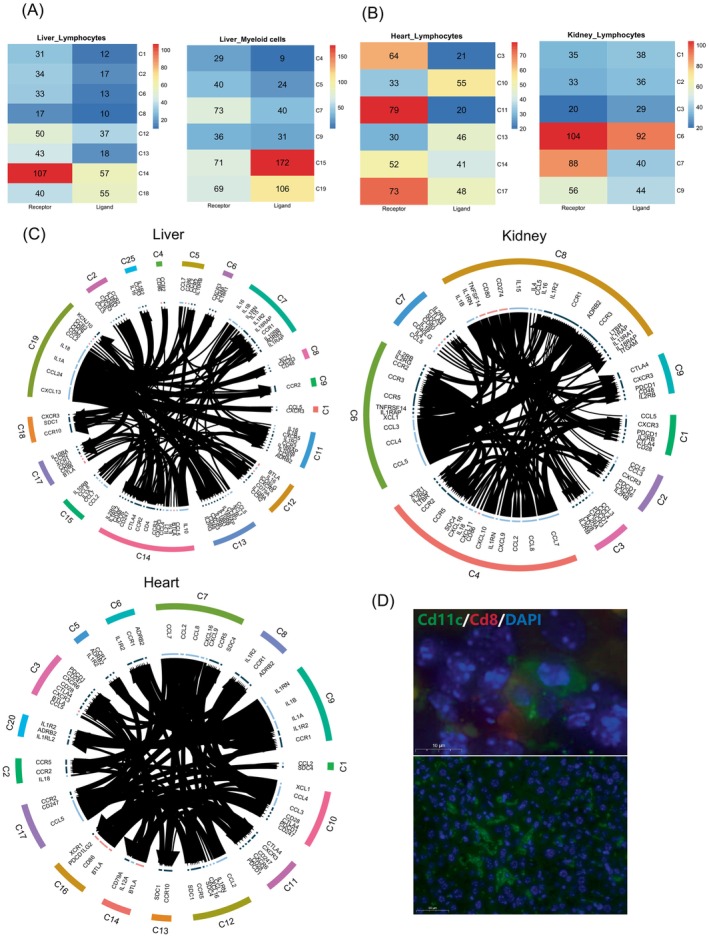
Ligand–receptor interactions in allografted organs. (A, B) The number of ligands and receptors involved in allografted liver (A) and the other two organs (B). (C) Ligand–receptor analysis of cytokines and immune checkpoint in the allografted liver, heart and kidney. Labels of clusters (C1: cluster1) represent the cell types in Figure 1C (D) Representative confocal immunofluorescence images of *Cd11c* and *Cd8* in liver allograft samples at day 7 post‐transplantation.

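Of the receptors for Kupffer cell ligands, Il1rap stood at 5.72 CPM (4.12 to 7.73) in all T cells of liver PC and 17.8 CPM (11.3 to 26.7) in neutrophils. Il18rap stood at 38.1 CPM (33.8 to 42.9) in T cells and Ccr2 at 114 CPM (106 to 122). In proliferating PC cells Ccr2 stood at 86.3 CPM (71.5 to 103) and Cxcr3 at 253 CPM (227 to 281), and in regulatory PC cells Ccr2 stood at 188 CPM (144 to 241). Chil3-positive macrophages of PC, for comparison, had 12.0 CPM (6.98 to 19.2) of Ccl24 and 3.53 CPM (1.14 to 8.23) of Cxcl13. No sub-cluster was named exhausted.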

In liver allografts, Kupffer cells interacted with proliferating T cells, exhausted T cells, and Tregs via a series of chemokine and interleukin pathways (*IL1A‐IL1RAP*, *IL18‐IL18RAP*, *CCL24‐CCR2*, *CXCL13‐CXCR3*). Kupffer cells regulated multiple types of T cells including Tregs (Figure 5C). Tregs showed strong interactions with M1 macrophages, neutrophils, plasmacytoid dendritic cells and monocytes via the *IL10‐IL10RA/IL10RB* axis. 

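Il10 (ENSMUSG00000016529, chromosome 1 of GRCm38, 131019845 to 131024974) stood at 297 CPM (241 to 362) in regulatory cells of liver PC and 18.1 CPM (11.7 to 26.8) in proliferating ones. Il10ra stood at 38.5 CPM (31.2 to 47.0) in M1 macrophages and 41.0 CPM (30.7 to 53.6) in neutrophils. Il10rb stood at 107 CPM (94.5 to 120.4) in M1 macrophages and 98.2 CPM (81.9 to 117) in neutrophils.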

Dendritic cells in liver allografts expressed high levels of *CD80/86* that bind to *CTLA‐4* in Tregs, suggesting that dendritic cells enhanced Tregs immunosuppressive activity via the *CTLA‐4* and *CD80/86* immune checkpoint pathways. 

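With no dendritic cluster named, Cd80 and Cd86 were read in macrophages and monocytes, a class that does not exclude dendritic cells. In liver PC Cd86 stood at 102 CPM (93.7 to 110.0) and Cd80 at 6.55 CPM (4.66 to 8.95). Under the label liver TIL Cd86 stood at 179.5 CPM (162 to 199) and Cd80 at 2.83 CPM (1.04 to 6.17). Cd28, the other receptor of both, stood at 120.4 CPM (113 to 129) in PC T cells.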

Regulatory dendritic cells (*Cd11b+*) could secrete *IL10* and inhibit T cell proliferation as well as allograft rejection.^3^ We observed interactions between *Cd11b*+ dendritic cells and *Cd8*+ T cells in liver allografts (Figure 5D). The inhibition of T cell activation may reduce the interaction between T cells and hepatocytes and help to relieve the liver injury. In tumour microenvironment, *CD11b*+ dendritic cells with high expression levels of *IL23* and *TGF‐β* could induce *IL10+CD4* Tregs and promote tumour progression.^67^ *PD‐L1+* dendritic cells could suppress anti‐donor host T cell proliferation in mouse liver allograft.^2^ M1 macrophages and monocytes secrete several chemokines/interleukins (*CCL2*, *CCL7*, *CCL8*, *IL1A*, *IL1B*, *ILRN*) that bind to cytotoxic T cells, M2 macrophages and neutrophils. 

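In M1 macrophages of liver PC the sums were Ccl2 131, Ccl7 68.3, Ccl8 224, Il1a 38.93, Il1b 484 and Il1rn 177 CPM. Under the label liver TIL they were Ccl2 665, Ccl7 1199, Ccl8 6158, Il1a 10.8, Il1b 530.0 and Il1rn 239.6 CPM. Kupffer cells of PC had 326 CPM (279 to 378) of Ccl8 and 145 CPM (114 to 181) of Ccl2. Chil3-positive macrophages of PC had 724 CPM (681 to 769.9) of Il1b.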

Myeloid cells such as M1/M2 macrophages and neutrophils suppressed T cell activity in liver allografts through the interaction with Tregs. Compared with the rejection state in heart and kidney allograft, regulatory dendritic cells, Kupffer cells, macrophages and Tregs in liver allografts reshaped an immunosuppressive microenvironment.

## 4 DISCUSSION

Recent advance in pig‐to‐human kidney xenotransplantation has achieved normal graft function for at least 1 week.^68^ The immune response after pig‐to‐human kidney xenotransplantation has also been studied using multimodal immunophenotyping including gene expression profiling and gene expression profiling.^69^ Different from clinical organ transplantation in which the immunosuppressant is involved, the mouse organ transplantation models could provide a platform to simply concentrate in the immune response after transplantation. These models have become a powerful tool to elucidate the mechanisms by which the liver induces donor‐specific tolerance whereas heart and kidney transplantation leads to allograft rejection. The organ transplantation models could help to facilitate treatment to induce acceptance of solid organ allografts in the clinic.^70^, ^71^, ^72^, ^73^

In this work, we constructed the mouse models of liver, heart and kidney allografts. We characterized the cell composition and immune microenvironment in the acute rejection state (heart, kidney) and tolerance state (liver) at day 7 post‐transplantation. The cellular and molecular mechanisms underlying allograft rejection/tolerance were initially deciphered. The death by neglect of intrahepatic activated T cells and coinhibitory pathways in *CD8*+ T cells were reported to be associated with the early phase of liver allograft tolerance.^74^ High proportions of proliferating T cells and exhausted T cells were identified in liver allografts. Early induction of T cell exhaustion reshapes the T cell composition in liver allografts. 

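Ribosomal protein genes summed to 176605 CPM (176301 to 176909) in T cells of liver PC and 173942 CPM (171264 to 176652) in those of kidney PC. In TIL T cells they summed to 122632 CPM (122104 to 123163) under the liver label, 127043 CPM (126618 to 127469) under the heart label and 203105 CPM (202275 to 203938) in kidney. In TIL, the median log2 over the genes was 0.01 (percentile 99.6) for liver over heart as labelled and −0.78 (percentile 0) for liver over kidney, beside percentiles of random lists. T cells of PBMC gave 0.61 (percentile 100.0) against heart and −0.27 (percentile 7.54) against kidney. T cells of PC gave 0.095 (percentile 99.4) for liver over kidney.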

A high proportion of ribosomal gene expressing T cells (T cells_Rp high) in liver allografts may affect the Tregs activation and trigger the T cells exhaustion process.^75^

The metabolic homeostasis in allografted liver was perturbed after transplantation. The Nr1h3‐Cebpb‐Bhlhe40 complex that regulates the insulin receptor signalling pathway is selectively expressed in liver allografts. This complex could affect T‐cell proliferation as well as IFNγ production through insulin secretion regulation.^55^, ^56^ Decreased insulin signalling was identified in another scRNA‐seq study of mouse liver transplantation from day 7 to day 15 post‐transplantation.^9^ However, bulk RNA‐seq of allografted mouse liver showed increased insulin secretion and fatty acid process at day 60 post‐transplantation, suggesting a restorative metabolic homeostasis in long‐term immune tolerance state.

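In macrophages and monocytes, Nr1h3 (ENSMUSG00000002108, chromosome 2 of GRCm38, 91184061 to 91202834) stood at 225 CPM (213 to 237) in liver PC, and kidney PC had 0 UMIs, at most 40.4 CPM. In TIL it stood at 45.8 CPM (37.2 to 55.9) under the liver label, 207 CPM (191 to 225) under the heart label and 40.9 CPM (19.6 to 75.3) in kidney. Within liver PC it was highest in Kupffer cells, at 535 CPM (474 to 601). Cebpb stood at 59.8 CPM (53.7 to 66.3) in liver PC, 40.6 CPM (32.5 to 50.2) under the label liver TIL, 45.5 CPM (37.9 to 54.2) under the label heart TIL and 12.3 CPM (2.53 to 35.9) in kidney TIL. Bhlhe40 stood at 26.5 CPM (22.6 to 31.0), 29.8 CPM (22.9 to 38.1), 26.6 CPM (20.8 to 33.4) and 8.18 CPM (0.991 to 29.6) in the same libraries. Whether the proteins form a complex is not measured by RNA.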

Some studies have indicated that Tregs could predominantly contribute to the long‐term tolerance in liver allografts.^3^, ^76^ Consistently, we found that Tregs and signature genes such as *Ctsc*, *Cebpe* and *Ctla4* were enriched at day 7 post‐transplantation in both scRNA‐seq and bulk RNA‐seq data. KEGG pathway enrichment suggested antigen processing and presentation program, cytokine‐receptor interaction between myeloid cells and T cells through the response to interferon‐gamma and the Jak–STAT signalling pathway. In bulk RNA‐seq datasets, gene function enrichment at day 14 post‐transplantation involved cell killing, tolerance induction and regulation of interferon‐gamma production. KEGG pathway enrichment of T helper cell differentiation indicated a strong tolerance induction stage at day 14 post‐transplantation. Enrichment of the interferon‐gamma‐mediated signalling pathway and myeloid leukocyte activation at day 28 post‐transplantation promote immunoregulatory interactions between lymphoid and nonlymphoid cells. Positive regulation of insulin secretion is associated with cellular response to glucose stimulus. Insulin secretion, metabolic process regulation and myeloid cell interactions demonstrated a high correlation between scRNA‐seq and bulk RNA‐seq at day 7 post‐transplantation.

The dynamic picture of spontaneous tolerance induction process in mouse liver allografts illustrated distinctive regulatory patterns between myeloid cells and T cells. Macrophages have been reported to be associated with innate immune responses in organ allografts.^77^ Kupffer cells could directly interact with Tregs to stimulate their proliferation. Secretion of IL‐10 in Kupffer cells could also inhibit the activation of cytotoxic T cells.^78^, ^79^ Studies have shown that Kupffer cells with high expression of PD‐L1 can inhibit the proliferation and functions of T cells.^80^ Moreover, two critical pathways (platelet activation and coagulation activation of oxidative phosphorylation) participated in the polarization of M1/M2 macrophages and Kupffer cell function. Kupffer cells with M2‐like protective phenotypes have also been observed in the other scRNA‐seq study of mouse liver transplantation.^9^ Enhancement of these pathways contributed to the tissue protection and long‐term tolerance. It has been reported that the microenvironment in liver could help the differentiation of regulatory DCs, which can secrete IL‐10 to inhibit T cell response and promote regulatory T cell generation.^3^, ^67^ We identified *Cd11b*+ regulatory dendritic cells in liver allografts and observed their interaction with *Cd8*+ T cells. In heart and kidney allografts, enrichment of the HIF‐1 signalling pathway revealed the potential hypoxic tissue injury which could accelerate acute rejection. 

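Of the 20 HIF-1 target genes, 18 could be compared in TIL T cells and 19 in TIL macrophages. They gave a median log2 of liver over heart, as labelled, of 0.72 (percentile 100.0) in T cells and 1.13 (percentile 100.0) in macrophages. Liver over kidney was 0.48 (percentile 95.5) and 0.87 (percentile 100.0). In PBMC, liver over heart was −0.09 (percentile 25.4) in T cells, over 10 genes, and 0.03 (percentile 25.7) in macrophages and monocytes, over 14, and liver over kidney −0.21 (percentile 19.3) and −0.10 (percentile 16.5). In PC, liver over kidney was 0.75 (percentile 92.5) and 0.10 (percentile 47.0). The TIL sums were 6347 CPM (6239.9 to 6455) in macrophages labelled liver TIL, 4043 CPM (3968 to 4119) in those labelled heart TIL and 3613 CPM (3379 to 3859.8) in kidney TIL.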

Enrichment of the prolactin signalling pathway and PI3K–Akt signalling pathway were observed in heart and kidney allografts. Prolactin may cooperate with proinflammatory stimuli and promote tissue fibrosis, which could accelerate acute rejection in kidney allografts.^81^, ^82^, ^83^ Clinically, there are no reliable immunological indicators that enable patients to be weaned from immunosuppressants without the risk of rejection. The correlation between mouse liver allografts and PBMCs in T cells and macrophages provides clues for further biomarkers screening to evaluate the allograft tolerance state.

In conclusion, we generated single‐cell transcriptome datasets of mouse solid organ allografts. We resolved the immune microenvironment in organ allografts and analysed the molecular interaction between myeloid cells and lymphocytes. One limitation of our study is the cell type bias. Incomplete parenchymal cell types hindered interaction analysis between parenchymal cells and immune cell to evaluate the tissue injury state and perturbation of organ functions. Several studies have reported the scRNA‐seq profiling of human rat, and mouse liver transplantation to explore the tissue injury and potential therapeutic targets.^9^, ^84^, ^85^ We observed similar perturbation of metabolic homeostasis and protective phenotypes of Kupffer cells. The other limitation is the lack of B cells in kidney allografts day 7 post‐transplantation. It has been reported that kidney transplant operational tolerance patients (stable graft function without any immunosuppressive drugs for more than 1 year) demonstrated increasement of immature B cells.^86^ 

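No kidney cluster was named B cell, among 3942 cells. 4 B-cell genes summed to 47.2 CPM in kidney PBMC, 13.5 in TIL and 17.8 in PC, against 656 in liver PBMC.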

A single cell survey of mouse kidney transplantation using mismatched donor‐recipient strain combinations compared the transcriptome between accepted and rejected renal graft.^87^ This study revealed a shifting from a T cell‐dominant to a B cell‐rich population by 6 months. B cells were also the early infiltrating cells in accepted model rather than rejected model. Contradictory role of B cell subsets was identified between protective function and humoral immunity mediated rejection. However, a similar scRNA‐seq study of mouse kidney transplantation (BALB/c donors and C57Bl6/J recipients) demonstrated a very low fraction of B cells.^10^ A sharp reduction of B cells was observed from day 7 to day 15 post‐transplantation (7.85%–1.38%). Thus, we reasoned that in the early stage of kidney transplantation, infiltration of B cell is hard to profile using different scRNA‐seq platforms. Infiltrated T cells account for the vast majority proportion of lymphocytes. 

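T cells made up 75.0% (73.0 to 76.9) of kidney TIL, 18.5% (15.8 to 21.4) of kidney PC and 48.3% (45.4 to 51.2) of kidney PBMC. NK cells numbered 1 in TIL and 207 in PBMC, and no cluster of PC was named so. The same 4-gene sums for T cells were 3115 CPM in kidney TIL, 2821 in PC and 1593 in PBMC.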

Richest ligand and receptor pairs (chemokines) were also observed in macrophages. Common signatures of proinflammatory macrophage contributed early kidney allograft inflammation in acute rejection.^88^ Nevertheless, resources in this study could be used to gain further insights into biological questions in organ allografts.

## AUTHOR CONTRIBUTIONS

All authors contributed to the study conception and design. Yingying Wang, Jun Pan, Fang Ye, Xiaoming Meng and Guoji Guo conceived and designed the experiments; Yingying Wang, Hui Li, Haide Chen and Junqing Wu performed the experiments; Fang Ye, Jun Pan, Chengxuan Yu, Yanyu Xiao, Lijiang Fei and Jiaqi Li analysed the data; Fang Ye, Yingying Wang and Jun Pan wrote the paper; Jun Pan and Yingying Wang provided funding and supervision. Yijun Wu and Jiajia Mao revised the paper. All authors read and approved the final manuscript.

## FUNDING INFORMATION

This study was supported by grants from the National Natural Science Foundation of China (81800658), Zhejiang Medical Science and Technology Projects (2019330597 and 2019330585). The establishment of mouse models of solid organ transplantation was supported by Heymouse Biological Technology Co., Ltd.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

**Figure S1.** Data quality of single cell RNA‐seq data. (A) Pictures of liver, heart and kidney allografts and representative HE staining images of allografted tissues. (B) Number of genes and transcripts (unique molecular identifiers, UMIs) in different samples after quality control (PBMCs: peripheral blood mononuclear cells, TILs: Tissue resident lymphocytes). (C) Distribution of different samples in merged datasets. (D) Violin plot showing the expression of cell type specific marker in Figure 1C. The number represents different clusters.

**Figure S2.** Gene function analysis of bulk RNA‐seq data. Gene ontology enrichment (A) and KEGG pathway enrichment analysis (B) of differentially expressed genes in bulk RNA‐seq data at different time point after liver transplantation.

**Figure S3.** Re‐clustering of lymphocytes in allografted liver. (A) Dot plots showing the cell type specific marker genes of major immune cells in allografted liver. (B) UMAP plot showing the re‐clustering of T cell subsets in allografted liver. (C) Heatmap showing differentially expressed genes in T cell subsets in grafted liver. (D) Volcano plot showing the differentially expressed genes between Tregs and other T cell subsets. (Gene coloured in red: up‐regulated in Treg; Gene coloured in blue: down regulated in Treg). avg_logFC in *x*‐axis represent the average log fold changes. −log10 (*p*_val_adj) in *y*‐axis represent the −log_10_ adjusted *p* values. (E) Heatmap showing differentially expressed cell cycle genes in T cell subsets in grafted liver. Each row represents a cell cycle gene. S.score represents the cell cycle gene expression level in S phase. G2M.score represents the cell cycle gene expression level in G2/M phase. (F) t‐Distributed Stochastic Neighbour Embedding (t‐SNE) plot showing the re‐clustering results (up) and tissue distribution (below) of T cell clusters. (G) The fraction of T cell subsets in allografted liver and the other two organs (nonLiver). (H) The fraction of T cell subsets in grafted liver compare with grafted heart and kidney (nonLiver). The rows represent the cluster of T cell subsets in (F). (I) Volcano plot showing the differentially expressed genes in T cells between allografted liver and the other two organs (heart and kidney).

**Figure S4.** Re‐clustering of myeloid cells in allografted liver. (A) Top 50 cytokines of Kupffer cells in allografted liver. Cluster labels (C1: cluster1) represent the liver cell types in Figure 1C. (B) Ligand–receptor analysis of *IL10* in Kupffer cells. (C) Re‐clustering of macrophages subsets, monocytes and Kupffer cells in allografted liver. (D) Heatmap showing differentially expressed genes in macrophages, monocytes and Kupffer cells. (E) Volcano plot showing the differentially expressed genes between *Chil3+* macrophages and other macrophage subsets. avg_logFC in *x*‐axis represent the average log fold changes. −log10(*p*_val_adj) in *y*‐axis represent the −log_10_ adjusted *p* values (not significant: NoSinifi). (F) Ligand–receptor analysis of *CSF1R* in Kupffer cells.

**Figure S5.** Gene modules and function enrichment of immune cells in normal and allografted moues liver. (A) Dendrogram of gene modules in grafted liver. Gene module is colour‐coded. (B) Gene adjacency heatmap showing the correlation of gene modules in allografted liver. The colour scale is based on a correlation score from 0 (blue) to 1(red). (C–F) Gene ontology enrichments of top 20 up‐regulated transcription factors in B cells (C), dendritic cells (D), macrophages (E) and T cells (F) between allografted and normal liver (TP: modules in allografted liver data, MCA: modules in mouse cell atlas normal liver data). (G) Volcano plot showing the most common differentially expressed genes in major immune cells between allografted liver (tolerance state) and the other two organs (rejection state). Different immune cells are colour‐coded.

**Table S1.** Different gene modules in WGCNA analysis.

**Table S2.** Modules and transcription factors in normal mouse liver.

**Table S3.** Modules and transcription factors in allografted mouse liver.

## Data Availability

The raw sequence data and processed data of single cell RNA‐seq have been deposited in the Gene Expression Omnibus database (GSE189069). Bulk RNA‐seq data have been deposited in figshare (https://figshare.com/s/1e76ace9c48ab42907d1). Example scripts to process and analyse data can be found on the following website (https://github.com/ggjlab/mca_data_analysis). Detailed information is available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

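The 8 libraries were PBMC and TIL of heart, liver and kidney allografts and PC of liver and kidney, each read once, 7 days after transplantation, and their labels give the organ and the compartment. The authors made the count tables with Microwell-seq, Drop-seq core tools and STAR, aligned to GRCm38 with a GENCODE annotation whose release is not stated, discarded reads with low barcode quality and multi-aligned reads, and merged UMIs of a gene that differ at a single base. The tables as used here hold raw UMI counts per gene and barcode, with no normalization. Together they list 24405 genes and 80000 barcodes with 62080306 UMIs. The median UMIs per barcode were 686, 585 and 261 in PBMC of heart, liver and kidney, 783, 717 and 315 in TIL, and 1502 and 308 in PC of liver and kidney. All labels give the strain BALB/c, while the paper's recipients were C57BL/6.

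From the counts, cells with at least 500 UMIs and at most 10% mitochondrial UMIs were kept, as the paper states. Each cell was scaled to 10000 counts and log-transformed. 2000 variable genes, 30 principal components and 20 exact nearest neighbours gave the graph, which was clustered by Leiden at resolution 1.5 for each organ's merged libraries and at 1.0 for T cells and macrophages. The paper states no number of variable genes, components or resolution, so the clusters are not its clusters. Clusters were named from 26 marker lists. A marker counted when its mean was at least 2-fold above that of the cluster at percentile 20 of the same library, with a pseudocount of 0.5 and a UMI in at least 10% of cells. The class with the highest mean log2 fold was taken among those with at least 3 such markers. A cluster stayed unnamed when a second class came within 0.4, or 0.2 for subsets, when other classes held more of its 10 leading genes, or when its depth was under its library's median divided by 3. This naming rule, with its margins, replaced a first rule after the data were seen, because free RNA had misled the first.

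UMIs were summed over the cells of a type in a library, as CPM with exact Poisson intervals. Ratios used a pseudocount of 1 CPM and stayed within a compartment. Shares have exact binomial intervals at 95%, and a count of 0 is given with the limit of 3 over the number of cells. For shares of cells with a UMI and for phases, cells were thinned to 500 UMIs with seed 0. The rule of size took genes at least 2-fold higher in liver than in heart and in kidney, with at least 10 UMIs in the liver sum. The genes named in the text are those the paper names, the markers, strain and sex genes, and for each cell type the 10 with the largest ratios among those passing in TIL and in PBMC. Gene lists were oxidative phosphorylation, complement and coagulation cascades with its hepatocyte-secreted members, ribosomal proteins, platelet activation, HIF-1 targets, S and G2/M phase and the genes of Figure 4C. They were written by hand, since KEGG's own lists were not used here, and set against 10000 random lists matched in 20 bins of mean expression. Signature genes, correlations and AUROC followed the rules given where their values stand. The rule of size, the percentiles of lists, signature genes, AUROC and thinning were tested on simulated data. For T cells of TIL the rule of size recovered 100.0% of genes changed by a log2 of 2, above its cut, and called 36 unchanged genes lower among 8254. For macrophages of PBMC it called 158 unchanged genes higher among 7351. For unchanged lists the median percentile was 47.1.

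The filter, the clustering settings, the markers and gene lists, the comparisons, the rule for naming genes and most alternatives were set before the data were examined. 3 alternatives were added after the data were seen. They removed the 5% of cells with the highest doublet scores, dropped the margin in naming, or exchanged the labels of the heart TIL and liver TIL libraries. Scrublet called under 0.5% of the cells in each library of more than 5000 cells, so its result is no usable doublet rate. Subtraction of free RNA was set as an alternative but not run, since the libraries gave no profile to subtract for every comparison. Pairs of libraries shared from 123 to 617 barcodes, and the cause of this was not tested. The bulk RNA sequencing, histology, normal livers, PCs of heart, velocity, regulon and ligand and receptor statistics were not analysed here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5 and matplotlib 3.10.9.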

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

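Every test in this part was chosen only after the result was seen. Organ marker genes in the TIL libraries are a signal the paper does not report. The 8 cardiomyocyte markers summed to 162 CPM (153 to 171) in the library labelled liver TIL, and the 6 Kupffer cell markers to 257 CPM (247 to 267) in the library labelled heart TIL. The Kupffer cell markers stood at 338 CPM (330.3 to 347) in liver PC and 14.2 CPM (11.8 to 16.9) in labelled liver TIL. If cells or RNA of each TIL library had been mixed into the other, the library labelled liver TIL would hold these markers at or above the level of the library labelled heart TIL. The latter instead stood 18.1-fold (15.1 to 22.0) higher, which argues against mixing. If the labels had been exchanged, most cell types labelled heart TIL would lie closer to liver PC with the listed organ markers left out. Hemoglobin and immunoglobulin genes were left out too. 5 of 6 cell types did, among them T cells with r of 0.966 against 0.9498, macrophages with 0.966 against 0.945 and NK cells with 0.872 against 0.723. Plasma cells gave 0.8376 against 0.8377. Genes are not independent replicates, so these r values carry no test. Other hepatocyte genes stayed in. In T cells, hepatocyte-secreted complement and coagulation genes had a median log2 of −3.19 for labelled liver over labelled heart TIL. Free RNA of hepatocytes could raise these r values, so they are not independent of the organ markers. An exchange of labels remains a possible explanation that its test left standing, by 5 of 6 cell types. It was not shown, and at which step it could have happened stays open. A biological difference between the organs in how their infiltrating cells resemble liver PC was not tested and also stays open.

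H2-Ea-ps (ENSMUSG00000036322, chromosome 17 of GRCm38, 34341959 to 34344645) is expressed in BALB/c and not in C57BL/6 mice, and the paper does not use it. Kupffer cells of liver PC held 59 UMIs of it, or 111 CPM, beside 2117 of H2-Eb1. M1 macrophages of the same library held 3 beside 15392. Proximal tubule cells of kidney TIL held 10 UMIs beside 180 of H2-Eb1, and those of kidney PC 5 beside 100. If the PBMCs were BALB/c cells, as their strain label says, their B cells would hold about 117 UMIs of H2-Ea-ps at the proportion of the tubule cells. They held 0, beside 810 H2-Eb1 UMIs in heart and 1377 in liver, which argues against the label.

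A higher level of class II genes, or reads shared with them, would give M1 macrophages and Kupffer cells the same number of H2-Ea-ps UMIs per H2-Eb1 UMI. Kupffer cells stood 143-fold (46.6 to 713) higher, which argues against it. The gap to other cells of liver PC with UMIs of the gene was smaller. Per 100 H2-Eb1 UMIs, Kupffer cells held 2.79, Chil3-positive macrophages 0.229 and T cells 0.288. B cells held 0 beside 634 H2-Eb1 UMIs. Free RNA would put H2-Ea-ps at a like CPM in M1 macrophages, and Kupffer cells stood 93.2-fold (30.4 to 465) higher, which argues against it too. If Kupffer cells came from the donor and M1 macrophages from the recipient, Kupffer cells of the library labelled heart TIL would carry the gene as well. They held 10 UMIs of it, or 2.59 per 100 of H2-Eb1, in 65 cells, while the other macrophages of that library held 2 beside 9583. A donor origin of the Kupffer cells is therefore a possible explanation that its test left standing, on the value of 2.59, but it rests on few UMIs. If endothelial cells came from the donor too and carried the gene in the proportion of Kupffer cells, their share of it among the UMIs of both genes could reach the interval of Kupffer cells in liver PC, from 2.07% to 3.48%. They held 0 beside 138 and 144 H2-Eb1 UMIs under the labels heart TIL and liver TIL, together a limit of 1.06%, which argues against it. Donor endothelial cells that use the gene less, or whose H2-Eb1 UMIs are in part free RNA, were not tested and stay open. A difference between cell types in the use of this gene was not tested either, and it stays open for Kupffer cells as well.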

How the results depend on the processing

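Over all alternatives, 293 values were computed again, of which 184 stayed the same within counting error, 92 moved and 17 changed sign. All values of liver TIL and heart TIL follow the labels. The lists give each change of sign and each move of a chief result, and other moves enter the counts only, so the lists are shorter than the counts. The first values in percentage points were B cells in liver minus heart PBMC 2.74, B cells in liver minus kidney PBMC 7.97, B cells in liver minus heart TIL −0.337 and Tregs −2.12. They were TIL neutrophils 2.46, plasma cells 5.48, proliferating T cells over heart −4.98 and proliferating T cells over kidney 1.32 among the others. In log2 the first values were Chil3 in macrophages −2.30, Lcn2 in PBMC neutrophils −1.23, Lcn2 in TIL neutrophils −2.26 and Saa3 in T cells over heart −2.05, then Saa3 in T cells over kidney 2.41, oxidative phosphorylation in PC 0.09 and oxidative phosphorylation in TIL −0.01. The rest were the cells kept 47541, the genes of T cells by the rule of size 268, the genes of macrophages by the rule of size 296 and the immune share 67.7. For counts and shares they were the median r 0.784, the G2/M share of proliferating liver PC T cells 92.4, signature genes of all 3 organs 269, those of heart and kidney 33 and those of liver alone 585.

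Without the cells Scrublet called, the sign changed for B cells in liver minus heart TIL to 0.00440 and Lcn2 in PBMC neutrophils to 0.99. The value also moved for the immune share to 64.4. With all 8 libraries clustered together, the value moved for the immune share to 66.8, TIL neutrophils to 1.25, plasma cells to 4.67 and proliferating T cells over heart to −6.59. With at least 1000 UMIs per cell, the sign changed for B cells in liver minus heart PBMC to −3.32, B cells in liver minus heart TIL to 0.0195 and TIL neutrophils to −0.769. Moves without a change of sign were seen for B cells in liver minus kidney PBMC to 0.368, Chil3 in macrophages to −2.09, Saa3 in T cells over heart to −2.88, Tregs to −0.864 and the cells kept to 16992. It moved too for the immune share to 79.7, plasma cells to 7.89 and proliferating T cells over heart to −3.33. Without erythroid cells in the denominator, the value moved for the immune share to 68.3. At resolution 0.8, the sign changed for B cells in liver minus heart TIL to 0.0458. The value also moved for the immune share to 81.0, plasma cells to 4.96 and proliferating T cells over heart to −8.87. At resolution 3, the value moved for Saa3 in T cells over heart to −2.18, the immune share to 64.7 and proliferating T cells over heart to −9.19. At least 1000 UMIs left 5 of 20 values the same, and resolution 3 left 18 of 26.

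Without a filter, the value moved for the cells kept to 80000. At 3-fold and 30 UMIs, the value moved for the genes of T cells by the rule of size to 41 and the genes of macrophages by the rule of size to 60. In PBMC instead of TIL, the value moved for the genes of T cells by the rule of size to 129. With a pseudocount of 10 CPM, the value moved for the genes of T cells by the rule of size to 72 and the genes of macrophages by the rule of size to 97. With 500 variable genes, the value moved for the median r to 0.638. By Spearman, the value moved for the median r to 0.610. With all detected genes, the value moved for the median r to 0.909. With the mitochondrially encoded genes in place of the list, the sign changed for oxidative phosphorylation in PC to −0.081. Moves without a change of sign were seen for oxidative phosphorylation in TIL to −0.14. In unthinned cells, the value moved for the G2/M share of proliferating liver PC T cells to 96.7. At 1.5-fold and 10% of cells, the value moved for signature genes of all 3 organs to 1682, those of heart and kidney to 132 and those of liver alone to 1533. At 4-fold and 25% of cells, the value moved for signature genes of all 3 organs to 85, those of heart and kidney to 20 and those of liver alone to 200. With the same number of cells per organ, the value moved for those of liver alone to 1464. The mean over cells left all 15 values the same. Stricter or looser rules of size change counts by their own construction.

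Without the 5% of cells with the highest doublet scores, the sign changed for B cells in liver minus heart TIL to 0.0478. It moved too for the immune share to 71.1. Without a margin in naming, the sign changed for TIL neutrophils to −1.67 and proliferating T cells over kidney to −0.595. The value also moved for B cells in liver minus kidney PBMC to 49.8, Lcn2 in TIL neutrophils to −1.46, Saa3 in T cells over heart to −2.99, Tregs to −1.02 and the genes of T cells by the rule of size to 169. Moves without a change of sign were seen for the immune share to 85.1 and proliferating T cells over heart to −2.70. With the 2 TIL labels exchanged, the sign changed for B cells in liver minus heart TIL to 0.337, Chil3 in macrophages to 2.30, Lcn2 in TIL neutrophils to 2.26, Saa3 in T cells over heart to 2.05 and Tregs to 2.12. The sign also changed for TIL neutrophils to −2.46 and proliferating T cells over heart to 4.98. It moved too for Saa3 in T cells over kidney to 4.46 and plasma cells to 1.02. These 3 alternatives were chosen after the data were seen. Exchanged labels turn the sign by construction. For the other changes the cause was not tested.

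Subtraction of free RNA was not run. Scrublet called 2 cells in heart PBMC and 1 in liver PBMC, so changes without them are no test of doublets. Without the cells Scrublet called, no sub-cluster was named proliferating, so that value is missing, and resolution 3 and the floor of 1000 UMIs gave none for several values of kidney T cells, neutrophils and macrophages. The log2 values of Saa3 in T cells and Chil3 in macrophages against kidney kept their sign at every setting that gave a value, and so did plasma cells of liver PC over PBMC. No paired analysis was possible because no label pairs an organ with the blood of its animal. Depth limits what absence means. In kidney PC, with a median of 581 UMIs per cell, all 147 T cells stayed unnamed, so their 0 in each subset bounds no share.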

Differences from the paper's values

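The paper gives 2872 signature genes shared by the 3 organs, against 269 here. It gives 250 shared by heart and kidney, against 33, and 357 of liver alone, against 585. At 1.5-fold and 10% of cells the counts were 1682, 132 and 1533. At 4-fold they were 85, 20 and 200. With the same number of cells per organ they were 299, 33 and 1464. All of them still differ from the paper's counts. For B cells the paper shows about 38% of liver cells and about 14% of heart cells in Fig. 1B, read by eye. Here they were 2.61% and 2.59%. Every alternative set before the data were examined still differs, from 0.8003% to 2.86% in liver and from 1.40% to 2.86% in heart. No margin in naming, chosen after the data were seen, gave 13.6% and 2.59%. No setting reached the paper's values.

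Some directions differ, with the TIL libraries as labelled and in part also in PBMC. For Saa3 in T cells the paper proposes expression specific to liver allografts, and here it was lower under the label liver TIL than under the label heart TIL, with a log2 of −2.05. Chil3 in macrophages and Lcn2 in neutrophils, which the paper gives as raised in liver, had log2 ratios to heart TIL of −2.30 and −2.26. With the TIL labels exchanged, an alternative chosen after the data were seen, these 3 values change sign to that of the paper. In PBMC, which those labels do not touch, Lcn2 in neutrophils stood at −1.23 for liver over heart, and the genes of Figure 4C at medians of −1.54 in T cells, −1.21 in macrophages and −0.86 in neutrophils, against the paper's direction. Against kidney TIL, Saa3 in T cells and Chil3 in macrophages went the paper's way, with 2.41 and 1.59. In PBMC against kidney, Lcn2 in neutrophils did too, with 0.43. For Tregs and proliferating T cells, which the paper gives as more frequent in liver than in heart and kidney, labelled liver TIL minus labelled heart TIL was −2.12 and −4.98 percentage points, while liver minus kidney TIL was 0.257 and 1.32, and liver PC held 8.67% and 32.3%. Most TIL T cells stayed unnamed, at 95.9% under the liver label, 79.3% under the heart label and 98.4% in kidney, which limits these differences. HIF-1 targets, which the paper reports for heart and kidney, had a median log2 in T cells of 0.72 for labelled liver over labelled heart TIL and of −0.09 in PBMC. Oxidative phosphorylation, which the paper reports for M1 over Chil3-positive macrophages, went the paper's way in liver PC with a log2 of 0.09 and was at −0.01 under the label liver TIL. Cells with cardiomyocyte genes, which the paper reports in heart, were found almost only under the label liver TIL, with markers at 162 CPM (153 to 171). The paper names exhausted T cells and smooth muscle cells, and no cluster met their lists here.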

Other observations

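Of the tests in this part, only that of free RNA in T cells was set before the result was seen, with its wording revised later, and the others were chosen after it. Saa3, Chil3 and Lcn2 differed in T cells between libraries. If free RNA from other cells were the source, B cells, which should lack these genes, would hold as much of them as T cells of the same library. In 0 of 15 comparisons of a gene in a library did T cells exceed B cells beyond counting error, and in 11 they were below. Free RNA is thus a possible explanation of these genes in T cells, by 0 of 15 comparisons. Expression by T cells and B cells alike was not tested and stays open.

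No cluster of kidney cells was named B cell. If B cells were as frequent in kidney PBMC as in liver PBMC but missed by the clustering, their 4 markers would reach a like CPM over all barcodes. They reached 0.0720-fold (0.0612 to 0.0842) of it, which argues against a miss of that size. Whether the animals or the handling differed stays open.

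Hemoglobin genes led the genes higher in T cells labelled liver TIL. Free RNA from erythroid cells would raise them by a like amount in each other cell type of that library. Hbb-bs had a log2 of 7.86 in T cells, labelled liver over labelled heart TIL, and of 7.41 to 10.9 in the 7 other types. Free RNA is a likely source by these 7.41 or more in all types, and doublets with erythroid cells were not tested. By the rule of size in TIL and in PBMC, the 10 leading genes of T cells were Hbb-bt 1.75, Hbb-bs 1.73, Fn1 1.46, Hba-a1 1.40, Gm14029 1.39, Klrg1 1.39, Klra8 1.34, Hba-a2 1.33, Slc6a6 1.27 and Ctsl 1.22 in the smaller of their log2 ratios.

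For macrophages and monocytes the leading genes included Alas2 3.14, Xylt1 2.03, Pou2af1 1.43, Socs1 1.40, Ppp2r5b 1.29, 3110056K07Rik 1.26, Tnfsf14 1.26, Slc27a1 1.25 and Trio 1.25. In PBMC alone, the rule of size named 129 genes in T cells, with 12 unchanged genes called in simulation. In macrophages the rule of size named 410 with 158, and in neutrophils 282 with 6. Kidney TIL had no neutrophils, so none was named for them in TIL. Irf4 (ENSMUSG00000021356, chromosome 13 of GRCm38, 30749226 to 30766976) stood at 65.8 CPM (37.6 to 107) in plasma cells and 9.94 CPM (7.79 to 12.5) in T cells of liver PC. In macrophages of liver PC, Irf8 stood at 243 CPM (231 to 256), Cebpa at 16.8 CPM (13.7 to 20.4), Rel at 11.1 CPM (8.57 to 14.1) and Tal1 at 0.336 CPM (0.0407 to 1.21). In T cells, oxidative phosphorylation had a median log2 of −0.19 (percentile 0.300) for labelled liver over labelled heart TIL. In PBMC, liver over heart went the other way, at 0.11 (percentile 96.6). Liver over kidney was −0.41 (percentile 1.42) in TIL, −0.31 (percentile 0.43) in PBMC and −0.47 (percentile 0.52) in PC.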
